# The Cytochrome P450 Epoxygenase Pathway Regulates the Hepatic Inflammatory Response in Fatty Liver Disease

**DOI:** 10.1371/journal.pone.0110162

**Published:** 2014-10-13

**Authors:** Robert N. Schuck, Weibin Zha, Matthew L. Edin, Artiom Gruzdev, Kimberly C. Vendrov, Tricia M. Miller, Zhenghong Xu, Fred B. Lih, Laura M. DeGraff, Kenneth B. Tomer, H. Michael Jones, Liza Makowski, Leaf Huang, Samuel M. Poloyac, Darryl C. Zeldin, Craig R. Lee

## Abstract

Fatty liver disease is an emerging public health problem without effective therapies, and chronic hepatic inflammation is a key pathologic mediator in its progression. Cytochrome P450 (CYP) epoxygenases metabolize arachidonic acid to biologically active epoxyeicosatrienoic acids (EETs), which have potent anti-inflammatory effects. Although promoting the effects of EETs elicits anti-inflammatory and protective effects in the cardiovascular system, the contribution of CYP-derived EETs to the regulation of fatty liver disease-associated inflammation and injury is unknown. Using the atherogenic diet model of non-alcoholic fatty liver disease/non-alcoholic steatohepatitis (NAFLD/NASH), our studies demonstrated that induction of fatty liver disease significantly and preferentially suppresses hepatic CYP epoxygenase expression and activity, and both hepatic and circulating levels of EETs in mice. Furthermore, mice with targeted disruption of *Ephx2* (the gene encoding soluble epoxide hydrolase) exhibited restored hepatic and circulating EET levels and a significantly attenuated induction of hepatic inflammation and injury. Collectively, these data suggest that suppression of hepatic CYP-mediated EET biosynthesis is an important pathological consequence of fatty liver disease-associated inflammation, and that the CYP epoxygenase pathway is a central regulator of the hepatic inflammatory response in NAFLD/NASH. Future studies investigating the utility of therapeutic strategies that promote the effects of CYP-derived EETs in NAFLD/NASH are warranted.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) is a rapidly growing public health problem that is prevalent in approximately 30% of the United States general population [1]. NAFLD begins with simple steatosis, and may progress to non-alcoholic steatohepatitis (NASH), and ultimately to advanced fibrosis and cirrhosis of the liver [2]. Although the progression from NAFLD to NASH is poorly understood, the development and progression of hepatic inflammation is a key pathological mediator in this transition and is associated with the development of comorbid conditions [3], [4].

In the early stages of NAFLD, an imbalance between uptake and export of lipids by hepatocytes leads to lipid accumulation within the liver. Increased hepatic saturated fatty acids and cholesterol activate toll-like receptors (TLRs) that drive activation of nuclear factor-κB (NF-κB)-mediated inflammatory responses [5]. Sustained activation of the hepatic inflammatory response drives macrophage infiltration into the liver, ultimately causing fibrosis and hepatic injury [6]. Consistent with this pathological progression of NAFLD/NASH, the high-fat/high-cholesterol “atherogenic” diet model of steatohepatitis induces dyslipidemia, hepatic inflammation, and fibrosis, through an innate immune-mediated mechanism [7], [8].

Arachidonic acid is metabolized by cyclooxygenases, lipoxygenases, and cytochromes P450 (CYP) to biologically active eicosanoids, which are critical regulators of numerous biological processes including inflammation [9]. CYP enzymes are abundantly expressed in the liver where they catalyze the oxidative biotransformation of xenobiotics [10]. In addition, certain CYP isoforms metabolize endogenous substrates. Notably, CYP epoxygenase enzymes from the CYP2C and CYP2J subfamilies metabolize arachidonic acid to biologically active epoxyeicosatrienoic acids (EETs) [11]. However, EETs are rapidly hydrolyzed by soluble epoxide hydrolase (sEH, *Ephx2*) to their corresponding dihydroxyeicosatrienoic acid (DHETs), which are generally less biologically active [11]. Previous studies have shown that acute, lipopolysaccharide (LPS)-evoked activation of the innate immune response suppresses hepatic CYP epoxygenase expression and EET biosynthesis [12]. Moreover, increased endothelial EET biosynthesis, or decreased global sEH-mediated EET hydrolysis, attenuates NF-κB activation and the acute vascular and systemic inflammatory response to LPS [12], [13], [14].

Collectively, these studies demonstrate that hepatic EET biosynthesis is suppressed in response to activation of the innate immune system, and potentiation of the CYP epoxygenase pathway attenuates innate immune-dependent acute inflammatory responses [15]. However, the functional relevance of the CYP epoxygenase pathway in the development and progression of sustained, fatty liver disease-associated hepatic inflammation and injury has not been investigated. Therefore, the objective of our study was to 1) evaluate the impact of atherogenic diet-induced NAFLD/NASH on hepatic CYP epoxygenase expression and EET biosynthesis; and, 2) determine if promoting the effects of CYP epoxygenase-derived EETs attenuates fatty liver disease-associated hepatic inflammation and injury.

## Materials and Methods

### Ethics Statement

All studies were completed in accordance with the *Public Health Service Policy on Humane Care and Use of Laboratory Animals*, and were approved by the Institutional Animal Care and Use Committee at the University of North Carolina-Chapel Hill (UNC) and the National Institute of Environmental Health Sciences.

### Reagents

Reagents were obtained from ThermoFisher Scientific (Waltham, MA) unless otherwise indicated.

### Animals

All experiments were performed in adult male mice on a C57BL/6J background that were 11–20 weeks of age at the initiation of the experiments. Wild-type (WT) C57BL/6J mice were purchased from Jackson Laboratory (Bar Harbor, ME). Mice with targeted disruption of *Ephx2* (*Ephx2^−/−^*) were backcrossed onto a C57BL/6J genetic background for more than 10 generations, as described [16]. All mice had free access to food and water and were housed in temperature and humidity controlled rooms using a 12 hour light/dark cycle.

### Experimental Protocol

Mice were fed *ad libitum* a commercially available atherogenic (ATH) diet [17], [18] containing 40% kilocalories from fat, 1.25% cholesterol and 0.5% cholic acid (D12109c, Research Diets Inc., New Brunswick, NJ) or a standard chow (STD) diet containing 14% kilocalories from fat and 0.02% cholesterol (ProLab RMH 3000, PMI Nutrition International, Brentwood, MO). An initial time-course experiment was conducted to assess the relative induction of hepatic inflammation and injury following two, four, or eight weeks of atherogenic diet administration. All subsequent studies were conducted over four weeks.

The first series of experiments evaluated the effect of atherogenic diet feeding on hepatic CYP epoxygenase expression and EET biosynthesis in WT mice (Jackson Laboratory). The second series of experiments evaluated the effect of disruption of sEH-mediated EET hydrolysis on atherogenic diet induced hepatic inflammation and injury in *Ephx2^−/−^* and corresponding WT control mice. At the termination of each experiment, mice were euthanized by CO_2_ asphyxiation. Blood was collected via cardiac puncture, and plasma was separated by centrifugation. Liver tissue was harvested; one part was snap-frozen in liquid nitrogen and stored at −80°C pending analysis, while the remainder was fixed in 4% paraformaldehyde and embedded in paraffin for histological analysis.

### Hydrodynamic Delivery of *Ephx2* to *Ephx2* ^−/−^ Mice

In order to characterize the contribution of hepatic sEH to circulating EET levels *in vivo*, the hydrodynamic injection-based transfection method was utilized to restore hepatic *Ephx2* expression in *Ephx2^−/−^* mice. In this well-characterized method, a large volume of plasmid DNA is rapidly injected into the tail vein to markedly increase hydrostatic pressure in the inferior vena cava and preferentially drive transgene delivery to the liver [19], [20].

The murine *Ephx2* (NM_007940) cDNA was PCR amplified with specific forward (5′-ATGGCGCTGCGTGTAGCC-3′) and reverse (3′-CTAAATCTTGGAGGTCAC-5′) primers from whole liver total cDNA, subcloned into the pcDNA3.1(–) expression vector (Invitrogen, Carlsbad, CA, USA) downstream of the cytomegalovirus (CMV) enhancer-promoter, and then confirmed by sequencing. *Ephx2^−/−^* mice received 0.75 mg/kg of plasmid DNA (pcDNA3.1-*Ephx2* or empty pcDNA3.1 vector [control], n = 4 per group) in phosphate buffered saline (PBS) by tail vein injection. The injection volume was 9% of the body weight (22.5 µg plasmid delivered in 2.7 mL PBS per 30 gram mouse), and the injection time was 5 seconds, as described [19], [20], [21]. After 18 hours, the mice were euthanized by CO_2_ asphyxiation, and plasma and liver tissue were harvested and stored at −80°C pending analysis.

### Direct Quantification of CYP-Derived Eicosanoids in Plasma and Liver

Arachidonic acid metabolites from the CYP epoxygenase pathway (8,9-EET, 11,12-EET, 14,15-EET, 5,6-DHET, 8,9-DHET, 11,12-DHET, 14,15-DHET) and CYP ω-hydroxylase pathway (20-hydroxyeicosatetraenoic acid [HETE]) were extracted from plasma and liver and then quantified by liquid chromatography-tandem mass spectrometry (LC-MS/MS) as previously described, with minor modifications [22]. Briefly, plasma (200 uL) was diluted in 250 uL of a 0.1% acetic acid/5% methanol solution containing 0.009 mM butylated hydroxytoluene (BHT), spiked with internal standards (3 ng each of PGE2-d4, 10,11-DiHN, and 10,11-EpHep; Cayman Chemical, Ann Arbor, MI), and then underwent solid-phase extraction, as described [22]. Following serial passage through HyperSep Retain SPE columns (Thermo Scientific, Bellefonte, PA, USA), the columns were washed and then eluted with 0.5 mL of methanol and 1 mL of ethyl acetate into glass tubes with 10 µL of trapping solution (30% glycerol in methanol). Liver tissue (approximately 20 mg) was weighed and homogenized in 0.1% acetic acid/5% methanol solution containing 0.009 mM BHT and 100 µM (5% w/v) of the sEH inhibitor *trans*-4-[4-(3-adamantan-1-ylureido)-cyclohexyloxy]-benzoic acid (*t*-AUCB, kindly provided by Dr. Bruce Hammock, University of California-Davis), spiked with the internal standards, and then underwent liquid-liquid extraction. Liver lysates were vortexed with 2 mL of ethyl acetate (twice) for 10 minutes, and the organic layers were transferred to a single glass collection tube containing 6 uL of 30% glycerol. Plasma and liver extracts were dried under nitrogen gas, purged with argon gas, and then stored at -80°C pending analysis.

Following reconstitution in 50 uL of 30% ethanol, online liquid chromatography of extracted samples was performed with an Agilent 1200 Series capillary HPLC (Agilent Technologies, Santa Clara, CA). Separations were achieved using a Halo C18 column (2.7 µm, 100×2.1 mm; MAC-MOD Analytical, Chadds Ford, PA), which was held at 50°C and a flow rate of 400 µl/min. Mobile phase A was 0.1% acetic acid in 85∶15 water:acetonitrile. Mobile phase B was 0.1% acetic acid in acetonitrile. Gradient elution was used and the mobile phase was varied as follows: 20% B at 0 min, ramp from 0 to 5 min to 40% B, ramp from 5 to 7 min to 55% B, ramp from 7 to 13 min to 64% B. From 13 to 19 min the column was flushed with 100% B at a flow rate of 550 µl/min before being returned to starting conditions and equilibrated for 6 minutes. Samples were solvated in 50 µl of 30% ethanol and injected in triplicate at 10 µl per injection.

Electrospray ionization tandem mass spectrometry was used for detection. Analyses were performed on an MDS Sciex API 3000 equipped with a TurboIonSpray source (Applied Biosystems, Foster City, CA). Turbo desolvation gas was heated to 425°C at a flow rate of 6 L/min. All analytes were monitored simultaneously in a scheduled multiple reaction monitoring experiment as negative ions at parent ion-product ion mass/charge ratio pairs and retention times. The relative response ratios of each analyte were used to calculate concentrations, while correcting for surrogate losses via quantification relative to internal standards. Liver eicosanoid concentrations were normalized to tissue weight, the 14,15-EET:DHET ratio was calculated as an *in vivo* biomarker of sEH metabolic function [16], and the sum of EET levels (8, 9-, 11, 12–14, 15-EET) were calculated as a biomarker of CYP epoxygenase pathway function [23].

### Formation of CYP-Derived Eicosanoids in Liver Microsomes

Microsomal fractions were isolated from hepatic tissue as previously described [12] and microsome protein concentrations were determined using the BCA method [24]. Microsomal protein was incubated with 50 µM arachidonic acid in 1 mL of a 0.12 M potassium phosphate incubation buffer containing 5 mM MgCl [12], and incubations were completed at 37°C for 20 minutes; reactions were initiated by adding 1 mM NADPH and terminated by placing the samples on ice. Incubations were completed in the presence of 5 µM of *t*-AUCB to minimize EET hydrolysis. Following termination of the reaction samples were diluted 10-fold, internal standard (20-HETE-d6) was added and metabolites were extracted, dried under a stream of nitrogen gas and reconstituted for analysis. Metabolites of arachidonic acid were then quantified by LC-MS/MS, as described [12]. The incubations were performed under saturating concentrations of arachidonic acid, where formation rates reflect the amount of biologically active protein and significantly correlate with CYP mRNA and protein levels [12], [25].

### Hepatic Microarray and Gene Set Enrichment Analysis

Total RNA was isolated from homogenized liver (n = 4 per group) using the RNeasy mini-prep kit (Qiagen, Valencia, CA). Global gene expression analysis was conducted using the Agilent Whole Mouse Genome 4×44 multiplex array (Agilent Technologies, Inc., Santa Clara, CA) according to the manufacturer’s protocol. Briefly, 1.65 micrograms of Cy3 labeled cRNAs were fragmented and hybridized for 17 hours in a rotating hybridization oven. Slides were then washed and scanned, data were acquired using the Agilent Feature Extraction software version 9.5 (Agilent Technologies) using 1-color defaults for all parameters. The resulting data were processed and analyzed using Genespring version 12.1 (Agilent Technologies). 

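Feature Extraction marks each spot on an array as well above background, as positive and significant, and as an outlier. After control spots were left out, the arrays held 41174 probes, and spots of the same probe were averaged. A probe was counted as detected when it carried both of the first marks and no outlier mark on at least 3 of the 4 arrays of either diet. With this reading of the flags, 31056 probes were detected. Ignoring the outlier marks gave 31057 probes. Requiring all 4 arrays of a diet gave 29300 probes, and requiring all 8 arrays gave 27153.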

Only probes flagged “detected” in at least 75% of samples from at least one treatment group were included, resulting in 31,643 probes in the final dataset. Datasets were deposited with the Gene Expression Omnibus of the National Center for Biotechnology Information (GEO Series accession number GSE53381).

Gene set enrichment analysis (GSEA) Version 2.0 was used to determine if the arachidonic acid metabolism pathway is enriched in WT mice administered the atherogenic compared to WT mice administered the standard diet. Genes involved in the metabolism of arachidonic acid to biologically active eicosanoids were identified using the Kyoto Encyclopedia of Genes and Genomes (KEGG) [26] ‘arachidonic acid metabolism pathway’ for mice (map00590), and limited to genes involved in arachidonic acid liberation from the cell membrane and metabolism.

Analysis of variance (ANOVA) with unequal variance was used to generate the complete list of genes significantly up-regulated or down-regulated in response to the atherogenic diet at a false discovery rate (Benjamini-Hochberg) of 1% using Genespring GX (Agilent Technologies, Inc., Santa Clara, CA) (Table S1). Pathway enrichment was determined using the National Institutes of Health (NIH) Database for Annotation, Visualization and Integrated Discovery (DAVID) Version 6.7, which uses a modified Fisher’s Exact Test to calculate an “Enrichment Score” for each functional annotation cluster and identifies enriched biological themes without a pre-specified hypothesis [27], [28]. Biological Process Terms and Molecular Function Terms were included as Gene Ontologies, and the Classification Stringency was set to high; all other default parameters were unchanged. The list of significantly up-regulated or down-regulated genes was uploaded to DAVID and compared to the *mus musculus* reference to generate a list of functional pathways that were over-represented in response to atherogenic diet feeding. P-values were calculated by computing 10^−Enrichment Score^, with p<0.01 (Enrichment Score >2) considered statistically significant.

### Biochemical Analysis

Plasma total cholesterol and alanine aminotransferase (ALT) levels were quantified using a Vitros 350 automated chemical analyzer (Ortho-Clinical Diagnostics, Rochester, NY). Total cholesterol and triglyceride levels were quantified in homogenized liver tissue using the Biovision Cholesterol Ester Quantification Kit II and the Biovision Triglyceride quantification Kit, respectively, according to the manufacturer’s instructions (Biovision Incorporated, Milpitas, CA).

### Quantitative RT-PCR

Quantitative RT-PCR was performed in triplicate using the ABI 7300 Real-Time PCR system, as described [12]. Expression of hepatic *Tlr4* (Mm00445274_m1), *Cyp2c29* (Mm00725580_s1), *Cyp2c50* (Mm00663066_gH), *Cyp2c55 (*Mm00472168_m1), *Cyp2j5* (Mm00487292_m1), *Ephx2* (Mm01313813_m1), *Tnfa* (Mm00443258_m1), *Ccl2* (Mm00441242_m1), *Nfκb1* (Mm00476361_m1) and *Col3a1* (Mm01254476_m1) was quantified using Taqman Assays on Demand (Applied Biosystems), normalized to *Gapdh* (endogenous control, Mm99999915_g1) and expressed relative to the control group using the 2^−ΔΔCt^ method [29].

### ELISA

Liver tissue was homogenized in lysis buffer (50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 1 mM EDTA, 1% Triton X, 1 mM NaF, 0.25% Na deoxycholate and protease inhibitors) and the S9 fraction was separated by centrifugation. Protein concentrations of the homogenate were quantified using the BCA method [24]. Monocyte chemoattractant protein-1 (MCP-1), and vascular cellular adhesion molecule-1 (VCAM-1) protein levels were quantified in liver homogenates using the mouse CCL2/JE/MCP-1 and VCAM-1/CD106 Quantikine ELISA kits (R&D Systems, Minneapolis, MN, USA), respectively, after loading equal amounts of protein into each well. Concentrations were normalized to mg of liver protein. Plasma concentrations of MCP-1 were quantified using the mouse CCL2/JE/MCP-1 Quantikine ELISA kit (R&D Systems) following a four-fold dilution.

### Immunoblotting

Liver homogenates (30 µg protein) were separated by 10% NuPAGE Bis-Tris gels, and then transferred to nitrocellulose membranes (Invitrogen). Membranes were blocked in 5% non-fat milk in Tris-buffered saline (TBS), washed, and then incubated with either anti-phospho-IκBα (1∶500 in 1% BSA in TBS with 0.05% Tween 20; #2859, Cell Signaling Technology, Danvers, MA, USA), anti-sEH (1∶1000 in 5% milk in TBS with 0.1% Tween 20; sc22344, Santa Cruz Biotechnology, Santa Cruz, CA), or anti-GAPDH (1∶1000 in 5% BSA in TBS with 0.05% Tween 20; #2118, Cell Signaling) antibodies, washed and then incubated with the appropriate horseradish peroxidase-conjugated secondary antibody (Santa Cruz Biotechnology), as described [12]. Immunoreactive bands were detected by chemiluminescence using the ECL Western Blotting Substrate (Thermo Scientific, Rockford, IL). The density of the immunoreactive phospho-IκBα bands, normalized to GAPDH, was quantified using ImageJ software (NIH) as a biomarker of NF-κB activation, as described [12].

### Histology and Immunohistochemistry

Liver tissue (left lobe) was fixed in 4% paraformaldehyde for 24 hours, processed, embedded in paraffin, and then sectioned using a serial interrupted technique (5 µm sections, 200 µm apart). Sections underwent hematoxylin and eosin (H&E) and immunohistochemical (F4/80) staining. Digital images were acquired with the ScanScope CS slide capture device (Aperio, Vista, CA) and analyzed using ImageScope Version 11.1 (Aperio).

Immunohistochemistry was performed by treating slides with pH 6.0 sodium citrate buffer (Dako North America, Carpinteria, CA) and endogenous peroxide was quenched by placing slides in a solution of 3% H_2_O_2_ for 15 minutes. Sections were blocked using 0.25% casein in PBS (Dako North America) then incubated with a rabbit anti-F4/80 polyclonal antibody at a 1∶200 dilution (Santa Cruz Biotechnology) followed by a goat anti-rabbit secondary antibody at a 1∶500 dilution (Jackson Immunoresearch, West Grove, PA). Antibody binding was detected using Vectastain Elite ABC Kit (Vector Laboratories, Burlingame, CA) and visualization was performed with 3,3-diaminobenzidine. Sections were then counterstained with hematoxylin, dehydrated, and mounted.

Macrophage infiltration was quantified by counting the number of inflammatory foci (i.e., the number of macrophage clusters) per 10x field, as described [30]. All analyses were performed in duplicate by the same individual who was blinded to treatment group. Three non-overlapping fields were analyzed across three sections; the number of foci were then summed and averaged to obtain an estimate for each mouse.

The presence and extent of NAFLD was evaluated on hematoxylin and eosin (H&E) stained slides according to a standardized and well-established histological scoring system (NAFLD Activity Score) that evaluates the presence and severity of steatosis, lobular inflammation, hepatocyte ballooning, and fibrosis [31]. Lobular inflammation, which is the most relevant histological consequence of the atherogenic diet [8], was graded in blinded fashion by a pathologist (H.M.J.) according to the number of inflammatory infiltrates per 200x field as follows: 0 (no infiltrates); 1 (<2 infiltrates per field); 2 (2–4 infiltrates per field); and 3 (>4 infiltrates per field).

### Statistical Analysis

Data were normalized to the atherogenic diet treated WT control group and pooled across experiments, unless otherwise indicated, and expressed as mean ± standard error of the mean (SEM). For continuous variables, rank-transformed mean values were compared across diet and genotype groups using a one-way ANOVA followed by Fisher's LSD post hoc test with p<0.05 considered statistically significant. Lobular inflammation score (0, 1, 2, or 3) was compared across groups by Chi-squared test with a post-hoc ordinal logistic regression analysis. Correlation between continuous variables was evaluated using Spearman’s rank correlation. All statistical analyses were performed using SAS version 9.3 (SAS Institute, Cary, NC).

## Results

### Characterization of the Atherogenic Diet Model of NAFLD/NASH

We first conducted a time-course experiment to characterize the effects of atherogenic diet administration over time. Atherogenic diet administration for two, four or eight weeks significantly increased hepatic *Ccl2* mRNA levels (MCP-1, a chemokine that recruits monocytes; 3.0±0.9-, 10.9±4.1-, and 7.9±2.7-fold, respectively) and plasma ALT levels (a biomarker of hepatocellular injury; 3.6±0.5-, 4.0±0.5- and 2.9±0.3-fold, respectively) compared to the standard chow diet (p<0.005 for each comparison). Since hepatic inflammation and injury were not further increased at eight weeks, the four-week time-point was utilized for all follow-up studies.

At four weeks, plasma total cholesterol, hepatic total cholesterol, and hepatic triglyceride levels were significantly higher in mice administered the atherogenic diet compared to mice administered the standard chow diet (Figure 1). Body weight did not change significantly from baseline (−0.2±0.2 grams, p = 0.397) in response to the atherogenic diet; however, mice administered the standard diet experienced modest weight gain (1.2±0.2 grams, p<0.001). Collectively, these data demonstrate that the atherogenic diet model induces hepatic lipid accumulation, inflammation, and injury, which are key drivers of the development and progression of NAFLD/NASH, independent of weight gain.

**Figure 1:**
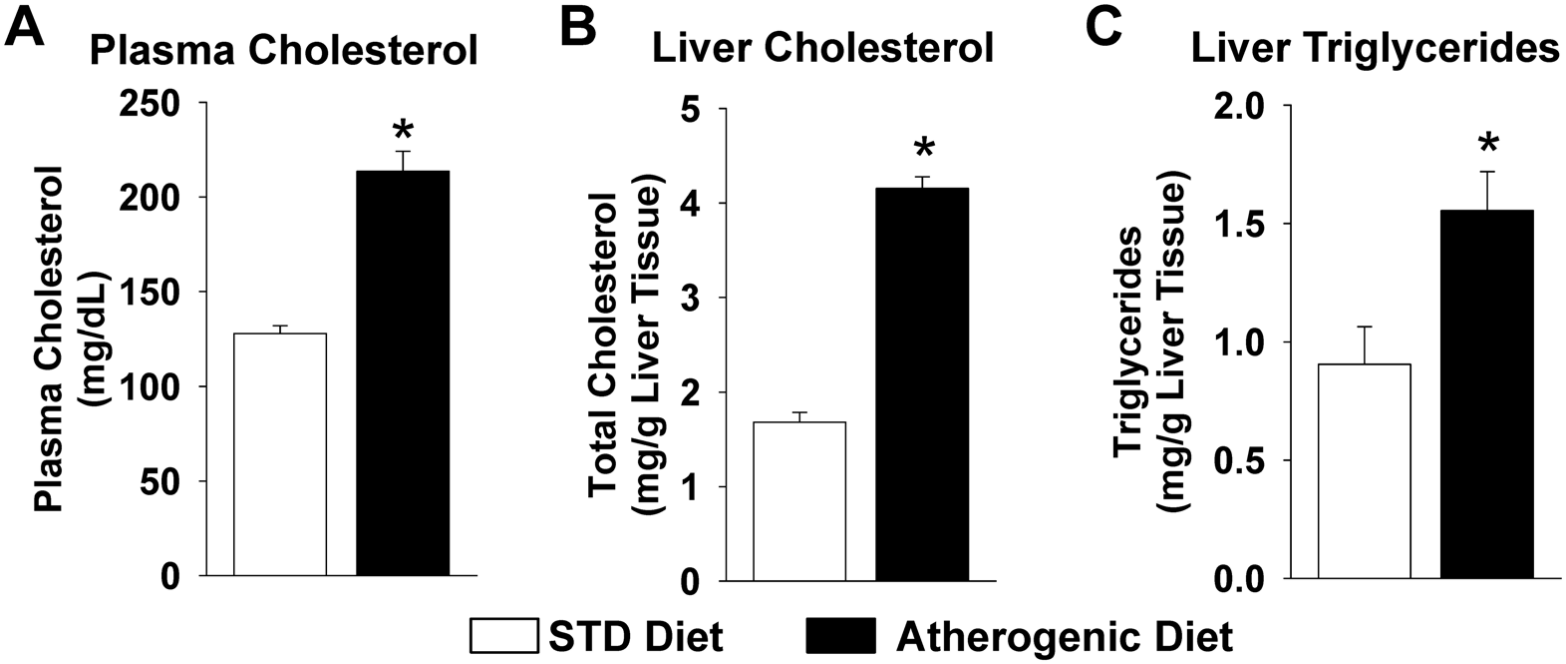
Plasma and hepatic lipid levels increase in response to atherogenic diet administration. (A) Plasma total cholesterol levels, (B) liver total cholesterol levels, and (C) liver triglyceride levels were significantly higher in mice administered the atherogenic diet for 4 weeks compared to mice administered the STD diet (STD diet: n = 6–10, atherogenic diet: n = 13–22). *P<0.05 vs. STD diet group.

### Differential Hepatic Expression of Arachidonic Acid Metabolism Pathway Genes

We subsequently sought to determine whether the arachidonic acid metabolism pathway was differentially expressed in liver tissue in WT mice administered the atherogenic diet. 

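Liver RNA from 4 wild-type mice administered the STD diet and 4 administered the atherogenic diet for 4 weeks was labeled with Cy3 and hybridized to 8 Agilent whole-genome arrays, with 1 mouse per array. The Methods give an age of 11 to 20 weeks for the mice, and the sample labels give 14 to 17 weeks. The authors deposited the Feature Extraction output of each array, with spot intensities that were background-subtracted and detrended but not scaled between arrays, and a table of log2 values from GeneSpring. The share of spots well above background ranged from 72.35% to 77.27% on the STD diet arrays (median 76.16%) and from 72.87% to 77.76% on the atherogenic diet arrays (median 75.51%). The number of arrays limits the precision. All 4 STD diet arrays lay on the same slide and all 4 atherogenic diet arrays on the other, so slide and diet cannot be told apart. The log2 of the processed signal was taken, and the 75th percentile of each array was subtracted. Before scaling, this percentile was higher on the atherogenic diet arrays by 0.45 on the log2 scale, while the median of 10 spike-in probes was higher by 0.14. The choice of scaling therefore moves every log2 fold change alike. After scaling, the median log2 fold change over all detected probes was -0.15. Pairwise correlations across probes, which are not independent replicates, were 0.9858 to 0.9908 among STD diet arrays and 0.9711 to 0.9897 among atherogenic diet arrays. The median SD of a probe was 0.21 among STD diet arrays and 0.28 among atherogenic diet arrays. Diet was tested per probe with limma, at a Benjamini-Hochberg false discovery rate of 1%.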

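The list of genes in the arachidonic acid metabolism pathway was rebuilt for the arrays from general knowledge of the pathway, since the text does not print it, and its members can differ from those of the study. The rebuilt list held 97 entries. Of these, 85 had a probe on the array and 77 had a detected probe (79.4%). Without the detection filter, all 85 entered the ranking, and with probes detected on all 8 arrays 69 remained in it.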

Of the 82 genes in the arachidonic acid metabolism pathway, 67 (82%) were included on the microarray and passed our quality control standards. 

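For the enrichment analysis, 16554 genes with a detected probe were ranked by their signal-to-noise ratio between diets, using for each gene the probe with the highest mean signal. The rebuilt arachidonic acid list of 77 genes had an enrichment score of -0.44, towards lower expression on the atherogenic diet. No other assignment of the diet labels to the 8 arrays, apart from the mirror image, gave a score as far from 0 (two-sided exact permutation test over 70 assignments, p = 0.0286, the smallest p that 4 mice against 4 allow). In a permutation test against 10000 random gene lists of the same size, p = 0.0015, a comparison that treats genes as independent. Among the processing alternatives for the whole list, no scaling between arrays moved the score most, to 0.178 (exact permutation test, p = 0.943). With quantile normalization the score was -0.355 (exact permutation test, p = 0.0571). The median log2 fold change of the list was -0.27. It did not pass 0.05 by limma's camera, which compares the list with all other genes at a preset correlation of 0.01, and passed by fry, which tests the list by itself. With the replicate number as a block, the score was -0.498 and p was 0.125, the smallest that its 16 assignments can give in an exact permutation test. Genes were ranked here by limma's moderated statistic, not the signal-to-noise ratio, so this score differs from -0.44 by more than the block.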

GSEA demonstrated that the arachidonic acid metabolism pathway was significantly enriched in mice administered the atherogenic diet (p<0.001). Moreover, the core enrichment subset, which is the subset of genes accounting for the observed signal, was down-regulated in mice administered the atherogenic diet compared to mice administered the standard chow diet (Figure 2), indicating that relative to global hepatic gene expression changes, the arachidonic acid metabolism pathway was suppressed in liver following atherogenic diet administration. 

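The core enrichment subset of the rebuilt list held 34 genes. Over the whole list, 54 genes were lower and 23 higher on the atherogenic diet. Without scaling, 27 were lower and 50 higher, with a median log2 fold change of 0.175 against 0.309 over all genes. With spike-in scaling, 36 were lower and 41 higher, with a median of 0.04 against 0.174 over all genes. By fry the list passed 0.05 as higher without scaling and did not pass with spike-in scaling, while by camera it passed as lower than other genes in both. None of the 77 genes passed a false discovery rate of 1% over all detected probes by limma, and 16 passed 5%. Adjusted over the list alone, 33 genes passed 5% and 4 passed 1%. Among core genes outside the CYP family, Ptges2 (prostaglandin E synthase; probe A_51_P349008) was 1.87 ± 0.14 (SD, n = 4) on the STD diet and 1.28 ± 0.05 (SD, n = 4) on the atherogenic diet in scaled log2 signal. Its log2 fold change was -0.59 (standard error 0.12, adjusted p = 0.0259 by limma, and 0.0511 with the replicate number as a block). Alox12b fell by 0.53 on the log2 scale (standard error 0.13, adjusted p = 0.046 by limma, and 0.0728 with the block). Pla2g6 fell by 0.51 (adjusted p = 0.0666 by limma), which did not pass 5%. Lta4h fell by 0.20 (adjusted p = 0.31 by limma) and Pla2g4c fell by 0.27 (adjusted p = 0.198 by limma), neither of which passed 5%, and both were higher without scaling or with spike-in scaling. Some genes of the list rose, among them Pla2g4a, with a log2 fold change of 1.74 (adjusted p = 0.0433 by limma, and 0.0533 with the block), which was named after its values were seen. From the lower expression of the core subset, the paper concludes that the pathway was suppressed in liver relative to global changes in hepatic gene expression.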

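In the rebuilt arachidonic acid list, 24 of the 34 core genes were CYP transcripts (70.6%), and 13 of these 24 belonged to the Cyp2c and Cyp2j subfamilies (54.2%). After normexp background correction, 15 core genes were CYP transcripts and 8 were Cyp2c or Cyp2j. Without scaling, 3 of 13 core genes were CYP transcripts. The score was positive there, so that core subset lies on the side of higher expression. Over all 16 Cyp2c and Cyp2j genes with a detected probe, 14 were lower on the atherogenic diet, with a median log2 fold change of -0.60, which passed 0.05 by limma's camera and by fry. Of the 35 ways to split the arrays 4 against 4, 3 gave a camera p as small, the real one among them. The median over the 16 genes was lower on all 4 atherogenic diet arrays than on any STD diet array (two-sided exact permutation test, p = 0.0286, the smallest possible). The median was -0.32 with quantile normalization, -0.28 with spike-in scaling and -0.15 without scaling, where 11 of the 16 were lower. The exact permutation test gave p = 0.0857 with spike-in scaling and p = 0.171 without scaling, and fry passed 0.05 in neither, while camera passed in both. None of the 16 genes passed a false discovery rate of 1% over all probes by limma, 3 passed 5%, and 13 passed 5% adjusted over the list alone. In 9 of the 16, the atherogenic diet arrays did not overlap the STD diet arrays, which chance gives for 2.86% of genes that do not differ between the groups. The 16 genes are related, and the share without overlap among all genes is not given, so this does not set them apart.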

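Cyp2c55, whose probe lies on chromosome 19 from 38807081 to 38807140 of the mouse assembly used by the array, had the largest decrease of these genes. Its scaled log2 signal was 0.77 ± 0.64 (SD, n = 4) on the STD diet and -1.40 ± 0.58 (SD, n = 4) on the atherogenic diet, a log2 fold change of -2.18 (standard error 0.37, adjusted p = 0.0179 by limma). Cyp2c29, on chromosome 19 from 39222926 to 39222985, had a log2 fold change of -0.73 (standard error 0.20, adjusted p = 0.0528 by limma, and 0.0479 with the replicate number as a block). Cyp2j5, on chromosome 4 from 96021828 to 96021887, had a log2 fold change of -0.53 (standard error 0.15, adjusted p = 0.0645 by limma). Cyp2c66 and Cyp2c70 were higher, by 0.38 and 0.11, and did not pass 5%. Cyp2c and Cyp2j genes are close paralogs, and a probe can bind transcripts of several of them.

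**Figure D1:**
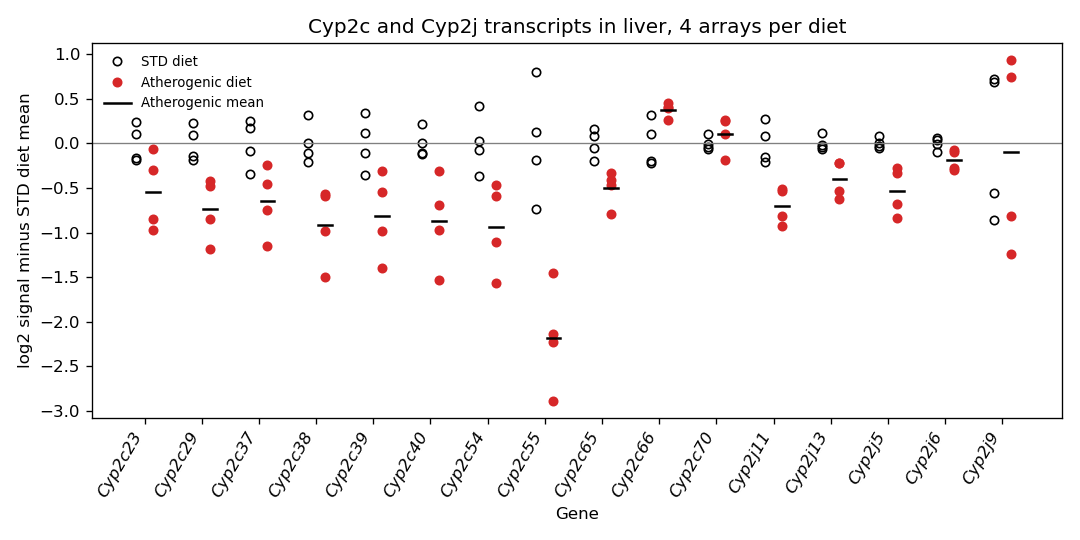
Scaled log2 signal of each of the 16 Cyp2c and Cyp2j genes on each array, minus the mean of the 4 STD diet arrays of that gene. Open circles are STD diet arrays, red circles atherogenic diet arrays, and black bars the atherogenic diet mean. The atherogenic diet mean lies below 0 for 14 genes with this scaling and for 11 without scaling.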

Notably, 22 of the 28 (79%) genes included in the core enrichment subset were CYP transcripts, and 10 of the 22 CYPs (46%) were CYP epoxygenases from the Cyp2c and Cyp2j subfamilies. 

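Over the 31056 detected probes, limma called 164 probes changed by the atherogenic diet at a false discovery rate of 1%, of which 60 were higher and 104 lower. At 5%, 2483 probes were called, and 8817 had an unadjusted p under 0.05. The Methods' test with unequal variances, run on the same values, called 0 probes at 1% and 22 at 5%, with 7102 probes at an unadjusted p under 0.05. With the replicate number as a block, limma called 0 probes at 1%, 1322 at 5% and 9857 at an unadjusted p under 0.05. The count at 1% depended on single arrays. It was 1011 without ATH replicate 2 and 5 without STD replicate 2 or without STD replicate 3. The share of higher probes among those called was 36.6%, against 87.1% without scaling and 65.5% with spike-in scaling. The largest rise was that of Ntrk2 (probe A_51_P516006), from -2.90 ± 1.10 (SD, n = 4) to 1.80 ± 0.44 (SD, n = 4) in scaled log2 signal, a log2 fold change of 4.70 (standard error 0.50, adjusted p = 0.00423 by limma). Egr2, Ccl4 and Gramd1b rose by 3.76, 3.38 and 3.01. The largest decrease was that of Sqle, which encodes squalene epoxidase, with a log2 fold change of -5.35 (standard error 0.66, adjusted p = 0.00663 by limma). The log2 fold change of Meg3 was -3.56 and -3.53 at its brightest probes, and that of Idi1 was -3.47 and -3.46. These genes were taken from called probes detected on at least 3 arrays of both diets and with no overlap between diets. Their separation was thus fixed by the choice, and the largest changes are the largest among such probes. With each array left out in turn, both Meg3 probes and Gramd1b passed 1% throughout, while Sqle, Idi1, Ntrk2, Egr2 and Ccl4 each lost the call in at least 1 case (highest adjusted p = 0.0364 by limma, for Idi1). With the block, their adjusted p by limma ran from 0.0186 to 0.0458.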

In parallel, biological pathway enrichment was quantified using the full list of genes that were significantly up-regulated or down-regulated in liver by atherogenic diet feeding in order to identify enriched biological themes without a pre-specified hypothesis. 

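CYP genes were taken by symbol, and the genes with a called probe were compared with all other genes with a detected probe. Of 16558 genes, 76 were CYP genes. Of the 121 genes called at a false discovery rate of 1%, 6 were CYP genes, against 0.555 expected, a fold enrichment of 10.8 (two-sided Fisher's exact test, p = 1.936e-05). All 6 were among the 74 genes called lower (fold enrichment 17.7, Fisher's exact test, p = 1.107e-06), and 0 of the 47 genes called higher was a CYP gene. The 6 were Cyp3a11, Cyp3a16, Cyp3a41a, Cyp3a44, Cyp46a1 and Cyp51, named after their values were seen. None of them is a Cyp2c or Cyp2j gene or a member of the rebuilt arachidonic acid list. The 4 Cyp3a genes are close paralogs whose probes can share transcripts. Fisher's exact test counts genes as independent, so its p-values and the fold enrichment can overstate the evidence here. Cyp3a11 had a log2 fold change of -1.83 (standard error 0.17, adjusted p = 0.00338 by limma). At a false discovery rate of 5%, 29 of the 1878 genes called were CYP genes (fold enrichment 3.36, Fisher's exact test, p = 1.224e-09). No CYP gene was called without STD replicate 2, STD replicate 3, ATH replicate 1 or ATH replicate 4, each left out in turn, nor with the replicate number as a block. Over all 76 CYP genes, 69 were lower.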

Consistent with the GSEA results, the “cytochrome P450” cluster was among the most significantly enriched pathways (Table S2).

**Figure 2:**
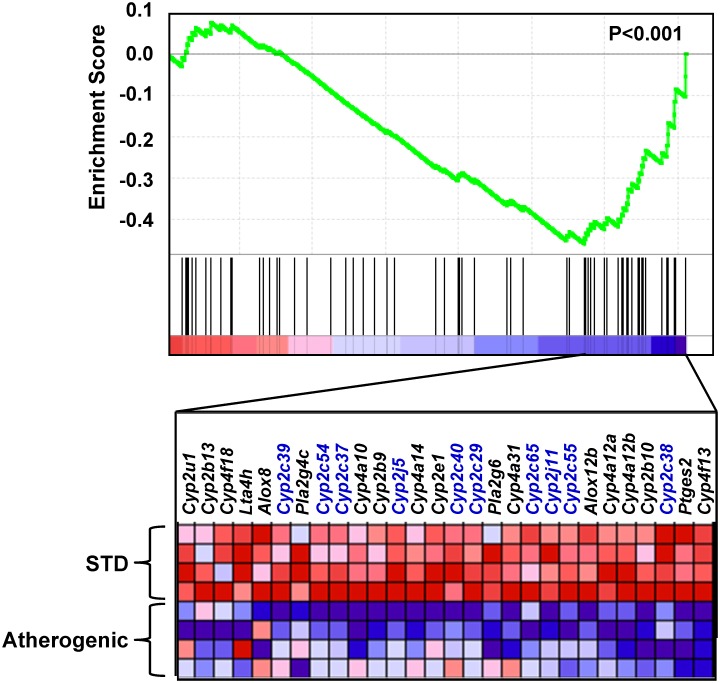
Hepatic expression of arachidonic acid metabolism pathway genes in response to atherogenic diet administration. Gene expression profiling was completed in liver using the Agilent Whole Mouse Genome Microarray (n = 4 per group). To generate the enrichment plot, each gene on the microarray is rank-ordered (left to right) according to its correlation with atherogenic diet administration (most positive on the far left, most negative on the far right). The enrichment plot for the arachidonic acid metabolism pathway gene set enrichment analysis (GSEA) indicates the position of each gene (vertical lines) within the pathway in the overall rank-order of the correlation (top of figure). The p-value for the GSEA is provided. A heat-map is provided illustrating gene expression levels for each gene in the core enrichment subset (bottom of figure). Blue indicates the gene is down-regulated and red indicates the gene is up-regulated. CYP epoxygenase genes from the Cyp2c and Cyp2j subfamilies are denoted in blue.

### Dysregulation of Cytochrome P450-Mediated Eicosanoid Metabolism

In order to specifically investigate the functional effects of fatty liver disease-associated inflammation on CYP-mediated eicosanoid metabolism, we subsequently quantified plasma and hepatic eicosanoid levels and eicosanoid formation rates in liver microsomes. Atherogenic diet administration significantly decreased plasma and liver EET levels *in vivo* (Figure 3A and 3B), which were highly correlated (r_s_ = 0.817, p = 0.007). In addition, hepatic sum EET formation *ex vivo* was significantly suppressed in microsomes isolated from mice fed the atherogenic diet (Figure 3C). A similar suppression of the individual 8,9-, 11,12-, and 14,15-EET regioisomers *in vivo* and *ex vivo* was observed in atherogenic diet fed mice (Figure S1). Consistent with suppression of hepatic CYP epoxygenase metabolic activity, liver *Cyp2c29*, *Cyp2c50*, *Cyp2c55*, and *Cyp2j5* mRNA levels were all significantly suppressed in mice administered the atherogenic diet (Figure 3D). In contrast, no significant differences in hepatic *Ephx2* mRNA levels (Figure 3E) were observed. Furthermore, disparate effects on the expression of Cyp4a and Cyp4f isoforms in liver were observed, with certain isoforms either suppressed, unchanged or induced in response to the atherogenic diet (Figure S2). Consequently, atherogenic diet administration did not significantly impact CYP ω-hydroxylase pathway metabolic function, such that plasma 20-HETE levels (1.5±0.3 vs. 1.3±0.2 ng/ml, p = 0.825), liver 20-HETE levels (4.1±0.3 vs. 3.4±0.4 ng/g, p = 0.218) and liver microsome 20-HETE formation rates (375±27 vs. 338±25 pmol/mg protein/minute, p = 0.689) were similar in mice fed the standard and atherogenic diets, respectively. Collectively, these data suggest that induction of fatty liver disease-associated inflammation dysregulates the arachidonic acid metabolism pathway by preferentially suppressing hepatic CYP epoxygenase metabolic function and hepatic and systemic EET levels.

**Figure 3:**
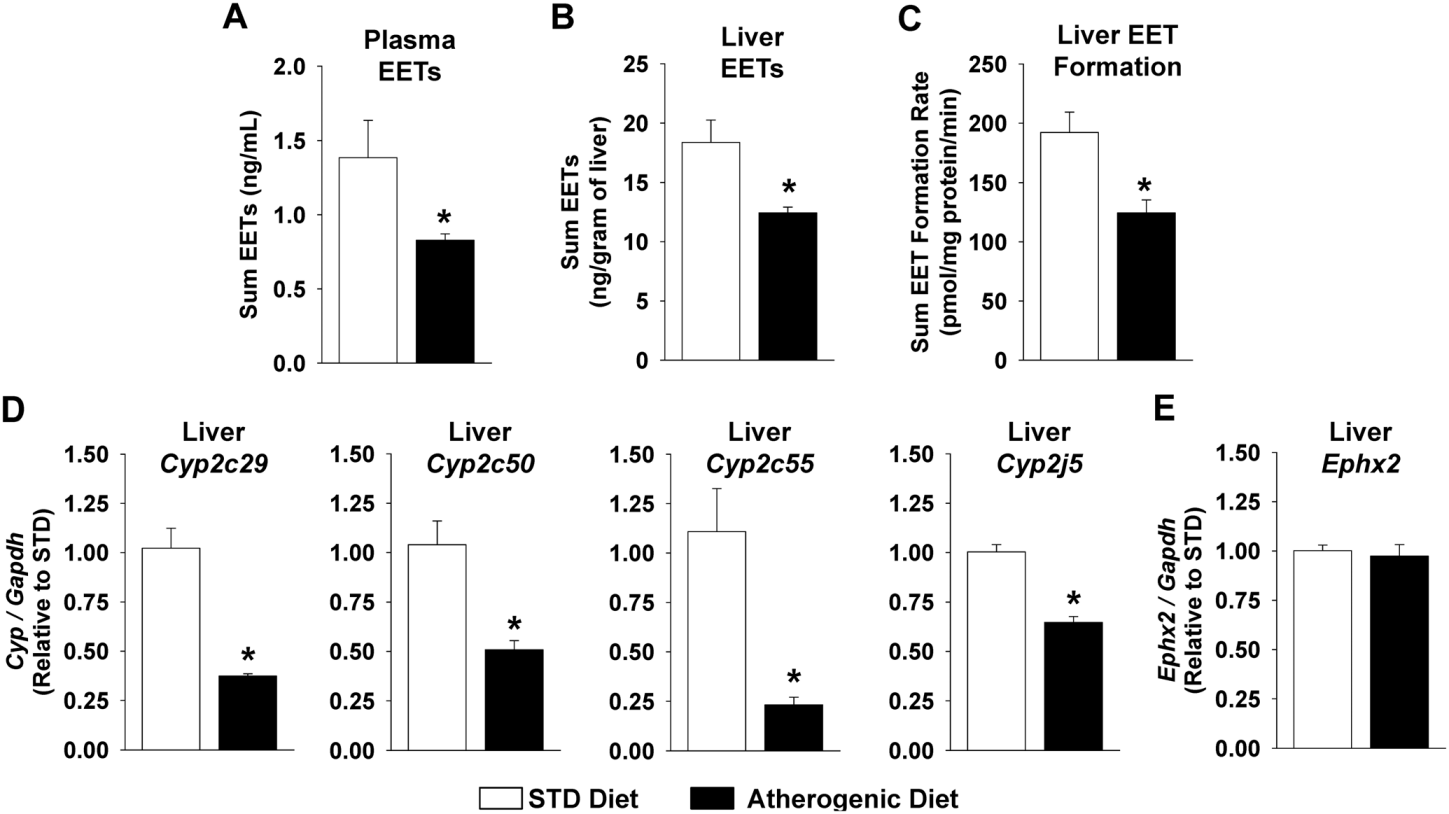
Atherogenic diet administration suppresses the CYP epoxygenase pathway. (A) Plasma sum EET levels and (B) liver sum EET levels were significantly lower in mice administered the atherogenic diet compared to mice administered the STD diet (n = 4–6 per group). (C) The EET formation rate in the presence of saturating arachidonic acid concentrations was also suppressed in liver microsomes isolated from mice administered the atherogenic diet compared to mice administered the STD chow diet (n = 8 per group). (D) Liver *Cyp2c29*, *Cyp2c50*, *Cyp2c55*, *and Cyp2j5* mRNA levels were significantly suppressed but (E) *Ephx2* mRNA levels were not significantly different (STD diet: n = 6, atherogenic diet n = 5). *P<0.05 vs. STD diet group.

Furthermore, consistent with activation of the innate immune-mediated inflammatory response and suppression of the CYP epoxygenase pathway, a significant inverse correlation between sum EET concentrations in liver tissue and hepatic *Tlr4* (r_s_ = −0.646, p = 0.032), *Nfκb1* (r_s_ = −0.746, p = 0.009), and *Tnfa* (r_s_ = −0.736, p = 0.010) mRNA levels was observed. Similar inverse correlations were observed with hepatic *Cyp2c29*, *Cyp2c50*, *Cyp2c55*, and *Cyp2j5* mRNA levels (Table S3).

### Hydrodynamic Delivery of *Ephx2* to *Ephx2* ^−/−^ Mice

Due to the strong correlation between hepatic and circulating EET levels, we also sought to characterize the functional contribution of hepatic sEH to circulating EET levels *in vivo*. Delivery of plasmid DNA containing murine *Ephx2* using the hydrodynamic injection-based transfection method elicited partial restoration of hepatic *Ephx2* mRNA (Figure 4C) and hepatic sEH protein levels (Figure 4A and 4B) to *Ephx2^−/−^* mice. In contrast, no detectable increase in renal or myocardial *Ephx2* mRNA levels was observed (Figure 4D). Consistent with disruption of sEH-mediated EET hydrolysis, the plasma 14,15-EET:DHET ratio was significantly higher in *Ephx2^−/−^* (1.52±0.21) compared to WT mice (0.16±0.01) under basal, standard diet fed conditions (p<0.001). Hydrodynamic delivery of *Ephx2* to *Ephx2^−/−^* mice, however, significantly lowered the plasma 14,15-EET:DHET ratio to a level comparable with untreated WT mice (Figure 4E), demonstrating that hepatic sEH is a major contributor to circulating EET levels.

**Figure 4:**
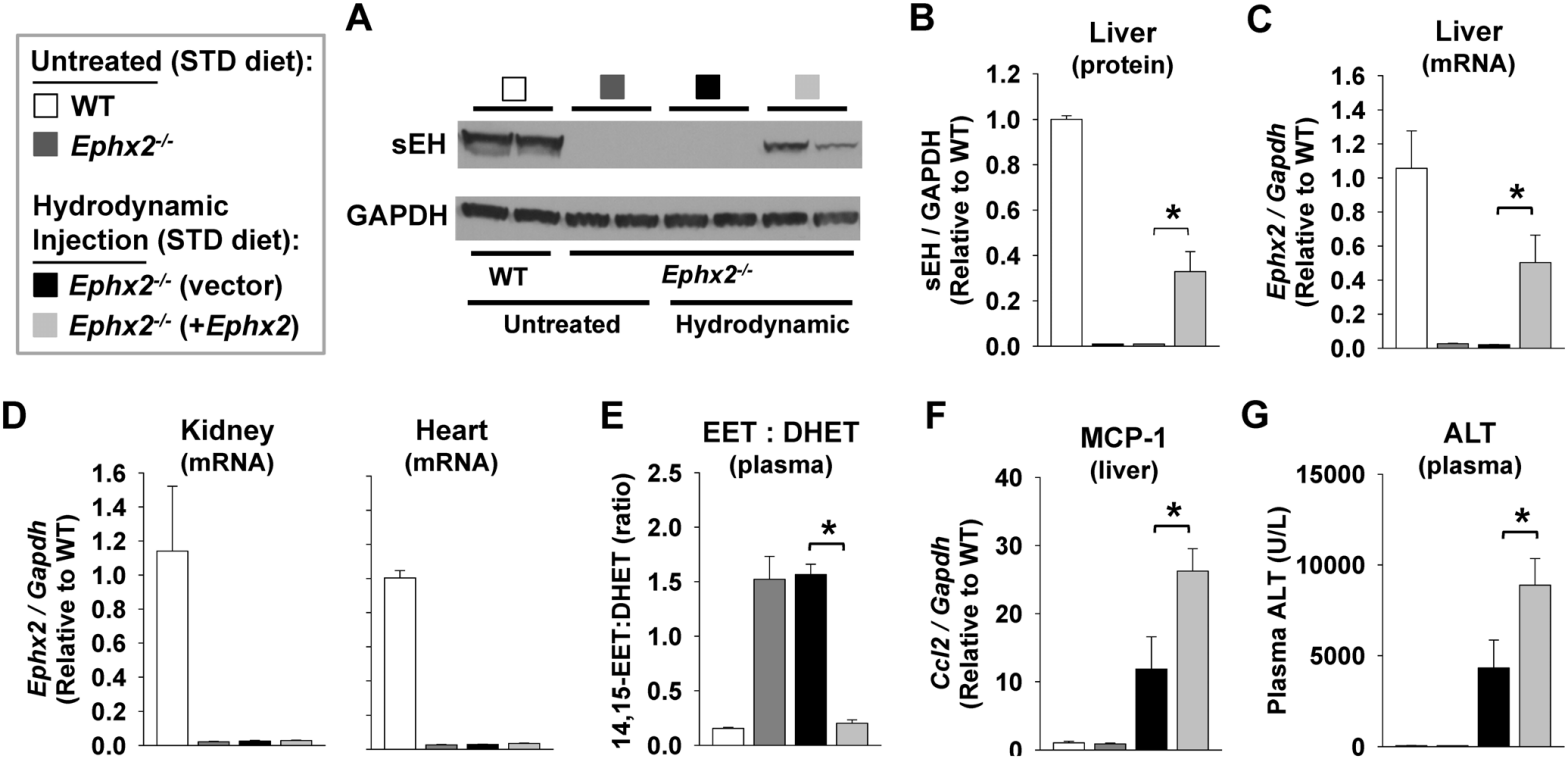
Hydrodynamic delivery of *Ephx2* to *Ephx2^−/−^* mice. *Ephx2* ***^−/−^*** mice were administered plasmid DNA (empty vector [control] or vector containing murine *Ephx2*) by hydrodynamic injection (9% of body weight over 5****seconds). All mice were fed with a standard chow diet, and liver tissue and plasma were harvested 18 hours following injection. A parallel group of untreated WT and *Ephx2* ***^−/−^*** mice were included for comparison (n = 4 per group). (A) A representative immunoblot in liver lysates and (B) corresponding densitometry analysis demonstrate partial restoration of hepatic sEH protein expression in *Ephx2* ***^−/−^*** mice. (C) Quantitative RT-PCR demonstrates partial restoration of *Ephx2* mRNA levels in liver. (D) In contrast, no detectable increase in *Ephx2* mRNA levels was observed in either kidney or heart tissue. (E) Hydrodynamic delivery of *Ephx2* significantly lowered the plasma 14,15-EET:DHET ratio (biomarker of sEH metabolic function [lower ratio indicative of higher function]) to a level equivalent with untreated WT mice. Hydrodynamic injection of empty vector markedly increased (F) hepatic *Ccl2* mRNA levels and (G) plasma ALT levels compared to untreated controls, and induction of these biomarkers of hepatic inflammation and injury were significantly increased in the presence of the *Ephx2* transgene. *P<0.05 vs. *Ephx2* ***^−/−^*** (vector) control.

Furthermore, due to the rapid increase in intravascular volume and pressure, the hydrodynamic injection procedure also elicits acute but transient hepatic inflammation and injury that resolves within 24–48 hours [21]. No significant differences in either hepatic MCP-1 expression (p = NS) or plasma ALT levels (p = NS) were observed between *Ephx2^−/−^* and WT mice under basal, standard diet fed conditions (Figure 4F and 4G). However, the acute induction of hepatic MCP-1 (Figure 4F) and plasma ALT levels (Figure 4G) elicited by the hydrodynamic injection was exacerbated in the presence of *Ephx2* transgene expression, suggesting a functional contribution of sEH to the induction of hepatic inflammation and injury.

### Atherogenic Diet Evoked Hepatic Inflammation and Injury in *Ephx2* ^−/−^ Mice

In order to evaluate the functional contribution of the CYP epoxygenase pathway to the regulation of fatty liver disease-associated hepatic inflammation and injury, we administered the atherogenic diet to *Ephx2^−/−^* mice. Consistent with global disruption of sEH-mediated EET hydrolysis, the 14,15-EET:DHET ratio and the sum levels of EETs were significantly higher in atherogenic diet fed *Ephx2^−/−^* compared to atherogenic diet fed WT mice in both plasma and liver (Figure 5A–D). Similar results were observed across the individual EET regioisomers and the 11,12-EET:DHET and 8,9-EET:DHET ratios in both plasma and liver (Table S4). However, *Ephx2* disruption did not influence the atherogenic diet-evoked suppression of CYP epoxygenase expression (Figure 5E, Table S4).

**Figure 5:**
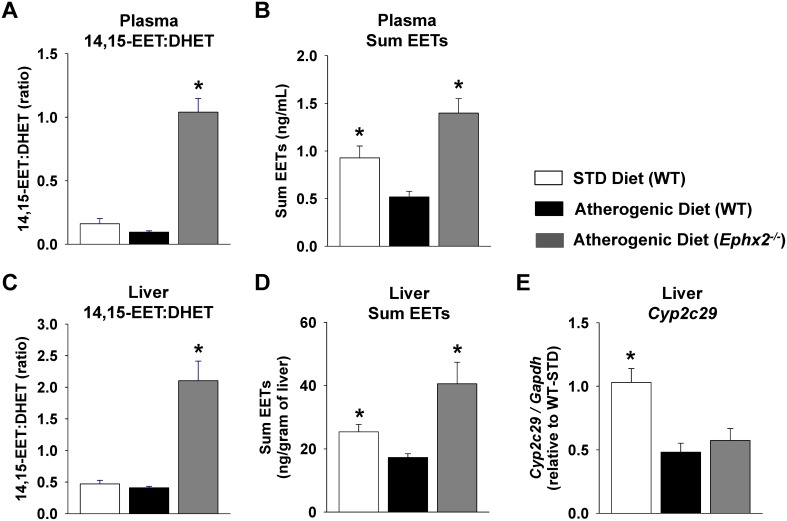
Genetic disruption of sEH-mediated EET hydrolysis increases circulating and hepatic EET levels. Plasma (n = 10–19 per group) and liver (n = 3–5 per group) eicosanoids were quantified in wild-type (WT) mice fed the STD diet and WT and *Ephx2* ***^−/−^*** mice fed the atherogenic diet. (A) Plasma and (C) hepatic 14,15-EET:DHET ratios (biomarker of sEH metabolic function [lower ratio indicative of higher function]) and (B) plasma and (D) hepatic sum EET levels were significantly higher in atherogenic diet fed *Ephx2* ***^−/−^*** compared to WT mice. (E) Liver *Cyp2c29* expression (n = 10–19 per group) was significantly suppressed in both WT and *Ephx2* ***^−/−^*** mice fed the atherogenic diet. *P<0.05 vs. WT atherogenic diet group.

In order to characterize the effects of *Ephx2* disruption on systemic and hepatic cholesterol levels, we first quantified plasma and liver total cholesterol levels, which were significantly increased in response to atherogenic diet administration (p<0.001 vs. standard diet). However, plasma (218±5 vs. 223±6 mg/dL, p = 0.533) and liver (4.0±0.4 vs. 4.2±0.1, p = 0.350) total cholesterol levels were similar in atherogenic diet fed *Ephx2^−/−^* compared to WT mice.

We next evaluated expression of key inflammatory mediators in WT and *Ephx2^−/−^* mice. Compared to the standard chow diet, administration of the atherogenic diet significantly increased plasma MCP-1, hepatic MCP-1, and hepatic VCAM-1 protein levels (Figure 6A–C). The induction of chemokine and cellular adhesion molecule expression, however, was significantly attenuated in the *Ephx2^−/−^* mice. The atherogenic diet-evoked induction of NF-κB activation in liver tissue was also significantly attenuated in *Ephx2^−/−^* mice (Figure 6D and 6E). Furthermore, WT mice fed the atherogenic diet exhibited significant infiltration of macrophages into liver tissue compared to standard diet fed mice (Figure 7A and 7B); however, macrophage infiltration was significantly attenuated in the *Ephx2^−/−^* mice.

**Figure 6:**
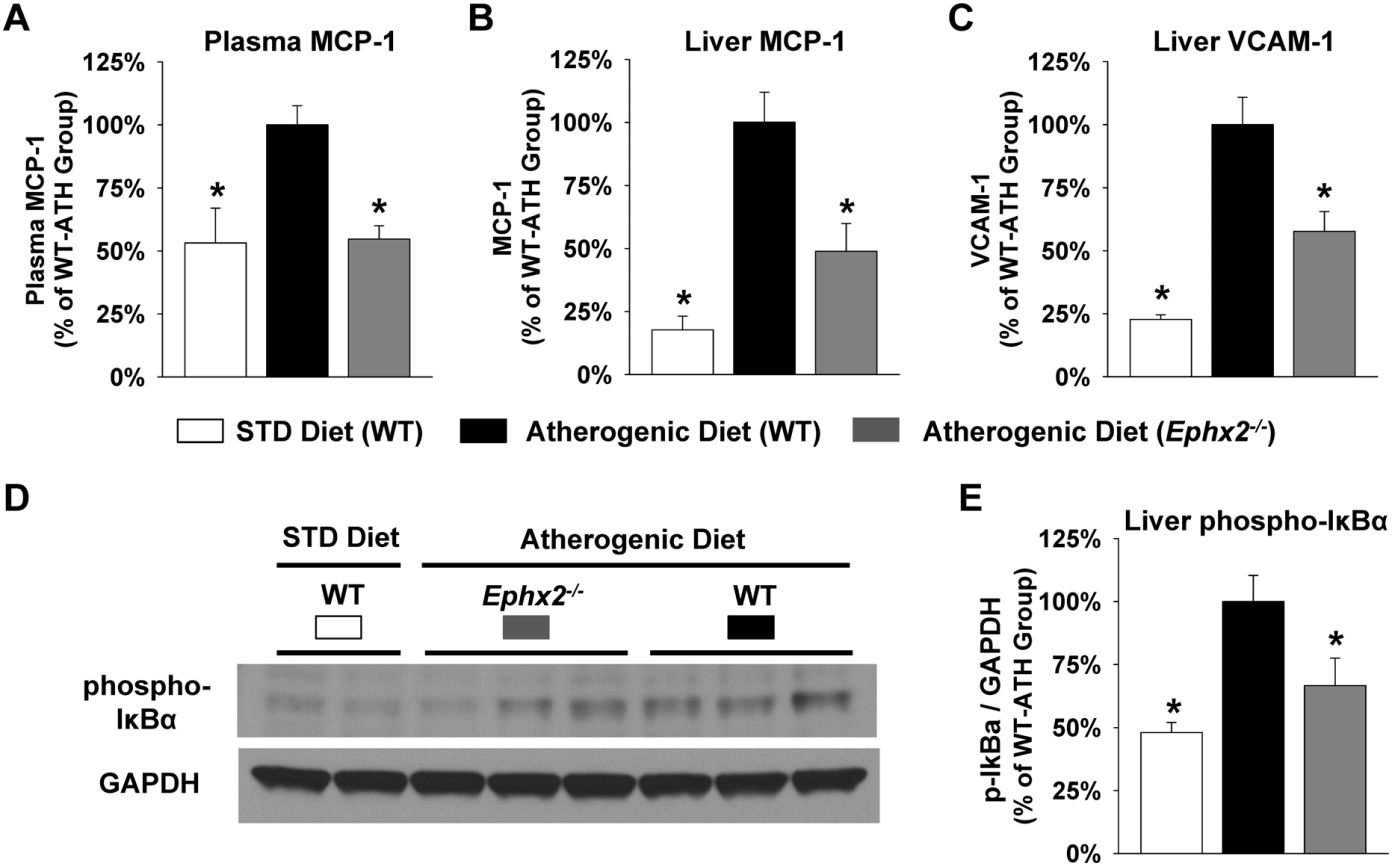
Genetic disruption of sEH attenuates atherogenic diet-induced hepatic expression of inflammatory biomarkers. The atherogenic diet evoked induction of (A) plasma MCP-1, (B) liver MCP-1, and (C) liver VCAM-1 protein levels was significantly attenuated in *Ephx2* ***^−/−^*** mice (WT STD diet: n = 15–16, WT atherogenic diet: n = 37–40, *Ephx2* ***^−/−^*** atherogenic diet: n = 22–24). (D) A representative immunoblot characterizing protein expression of phosphorylated IκB-α and GAPDH in liver lysates is provided. (E) Densitometry analysis demonstrated that the atherogenic diet-induced increase in phosphorylated IκB-α expression, normalized to GAPDH, was attenuated in *Ephx2* ***^−/−^*** mice (n = 4–6 per group). Data are expressed relative to the WT atherogenic diet group. *P<0.05 vs. WT atherogenic diet group.

**Figure 7:**
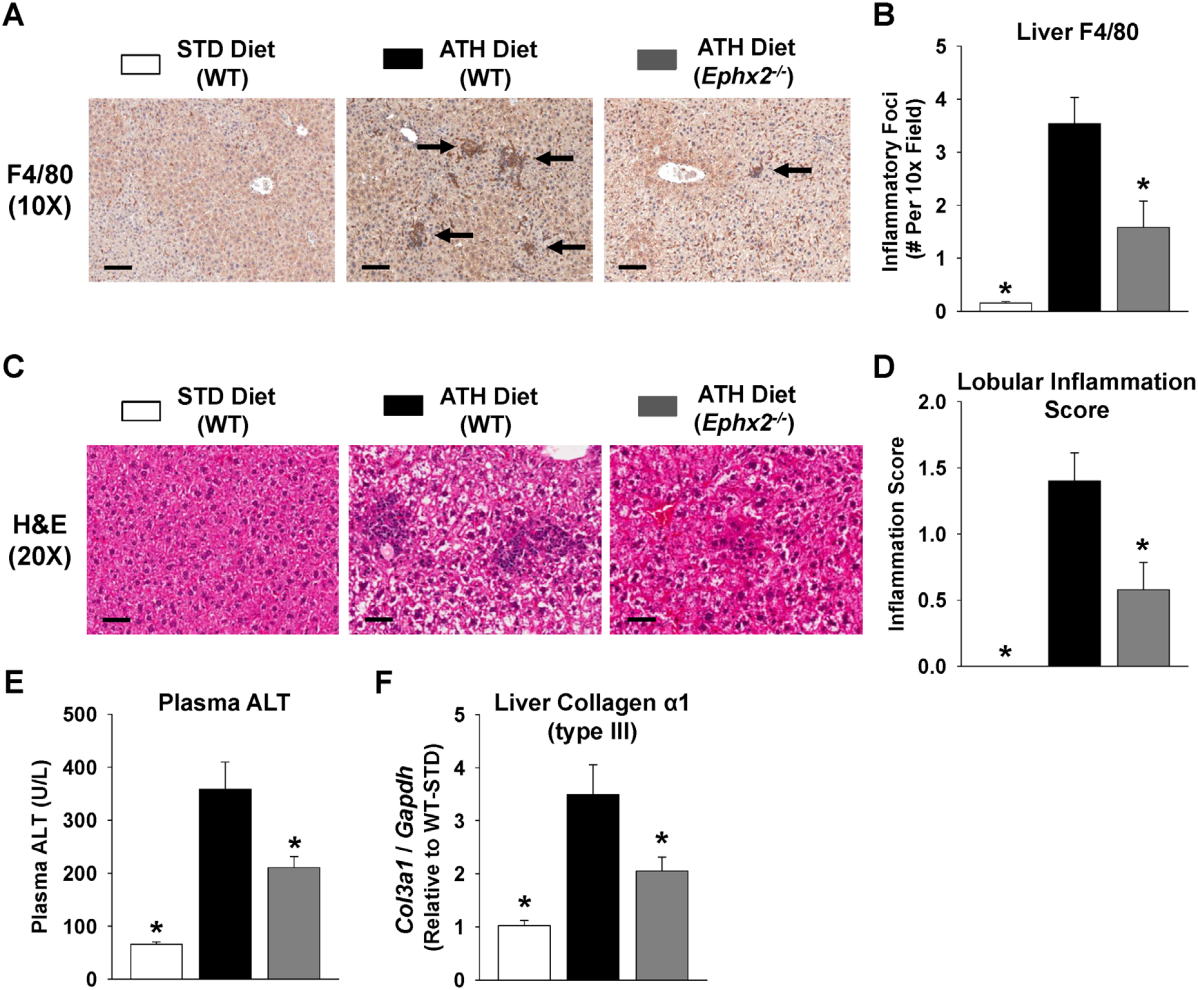
Genetic disruption of sEH attenuates hepatic inflammation and injury. Representative (A) F4/80 (10x, scale bar = 200 **µ**m) and (C) H&E stained (20x, scale bar = 100 **µ**m) images are provided. The atherogenic (ATH) diet induced increase in the (B) number of inflammatory foci per 10x field and (D) lobular inflammation score expressed as a continuous variable was significantly attenuated in *Ephx2* ***^−/−^*** mice (WT STD diet: n = 11–12, WT ATH diet: n = 30–31, *Ephx2* ***^−/−^*** ATH diet: n = 18–19). (E) Induction of plasma ALT levels (WT STD diet: n = 10, WT ATH diet: n = 21, *Ephx2* ***^−/−^*** ATH diet: n = 14) and hepatic collagen (type III, *Col3a1*) expression (WT STD diet: n = 5, WT ATH diet: n = 15, *Ephx2* ***^−/−^*** ATH diet: n = 10) by the ATH diet were significantly attenuated in *Ephx2* ***^−/−^*** mice. *P<0.05 vs. WT ATH diet group.

We further assessed the pathological severity of NAFLD/NASH through histological evaluation of lobular inflammation [31]. Lobular inflammation was absent in all mice fed the standard diet and present in the vast majority of WT mice administered the atherogenic diet (Table 1). The atherogenic diet group had a significantly higher inflammation score compared to the standard diet group, and *Ephx2^−/−^* mice had significantly lower inflammation scores compared to WT mice fed the atherogenic diet (Figure 7C and 7D). An ordinal logistic regression analysis confirmed that lobular inflammation scores were significantly lower in *Ephx2^−/−^* compared to WT mice administered the atherogenic diet (Table 1). Furthermore, induction of plasma ALT levels, a biomarker of hepatic injury and necrosis, and hepatic collagen (type III) expression, an early biomarker of collagen deposition, were significantly attenuated in *Ephx2^−/−^* compared to WT mice (Figure 7E and 7F).

**Table 1:** Hepatic lobular inflammation scores.

Lobular Inflammation Score (0–3)					
Group	0	1	2	3	
Standard Diet					
WT (control)	11 (100%)	0 (0%)	0 (0%)	0 (0%)	
Atherogenic Diet					
WT	9 (30%)	7 (23%)	7 (23%)	7 (23%)	
*Ephx2^−/−^*	12 (63%)	4 (21%)	2 (11%)	1 (2%)	p = 0.034^a^

Data presented as the n (percentage) of mice from each group having an inflammation score of 0, 1, 2, or 3. The percentages may not equal 100% due to rounding.

a P-value for the ordinal logistic regression analysis evaluating the impact of genotype (*Ephx2^−/−^* vs. WT) on lobular inflammation score (coded as an ordinal variable: 0, 1, 2, 3) in mice administered the atherogenic diet.

## Discussion

Fatty liver disease is a rapidly growing public health problem without effective therapies that confers significant morbidity and mortality [1], and sustained activation of the innate immune inflammatory response is a key pathologic driver of its progression [4]. Accumulating evidence has demonstrated that CYP-mediated eicosanoid metabolism is an important regulator of acute and chronic inflammatory responses, and promoting the effects of CYP epoxygenase-derived EETs has been proposed as an anti-inflammatory therapeutic strategy for cardiometabolic and renal diseases [15]. However, despite the integral pathologic role of hepatic inflammation in NAFLD/NASH and the abundance of CYP enzyme expression in the liver, the contribution of CYP-mediated eicosanoid metabolism to the pathogenesis and progression of this emerging public health problem remains largely unexplored. Using the atherogenic diet model of NAFLD/NASH, this study is the first to demonstrate that 1) induction of NAFLD/NASH markedly and preferentially suppresses hepatic EET biosynthesis and circulating EET levels through suppression of hepatic CYP epoxygenase expression; and, 2) targeted disruption of *Ephx2* restores hepatic and systemic EET levels and attenuates NAFLD/NASH-evoked hepatic inflammation and injury. Collectively, these findings suggest that suppression of hepatic EET biosynthesis is a key pathological consequence of NAFLD/NASH, and therapeutic restoration of EET levels is an anti-inflammatory strategy with potential utility for the treatment of fatty liver disease-associated inflammation and injury.

It is well-established that inflammatory stimuli suppress hepatic CYP-mediated xenobiotic metabolism [32]. In addition, we have reported that hepatic EET biosynthesis is suppressed in an LPS model of acute inflammation and a high-fat diet model of insulin resistance [12], [33]. Although accumulating evidence has demonstrated that NAFLD/NASH dysregulates hepatic CYP-mediated xenobiotic metabolism, and these effects are largely CYP isoform-specific [34], the impact on CYP-mediated eicosanoid metabolism has not been evaluated to date. Our expression analysis demonstrated that, relative to global gene expression changes, the arachidonic acid metabolism pathway is significantly dysregulated in liver following atherogenic diet administration. Notably, these changes were largely driven by suppression of CYP expression, including numerous Cyp2c and Cyp2j epoxygenases. Moreover, we confirmed that atherogenic diet administration evoked a marked suppression of hepatic *Cyp2c29*, *Cyp2c50*, *Cyp2c55*, and *Cyp2j5* expression, the most abundant CYP epoxygenases in mouse liver [12]. Furthermore, EET biosynthesis in liver microsomes and both plasma and liver EET levels were significantly suppressed. In contrast, hepatic 20-HETE biosynthesis and hepatic and plasma 20-HETE levels were not altered in mice administered the atherogenic diet, while hepatic expression of key Cyp4a and Cyp4f isoforms were either suppressed (*Cyp4a12*, *Cyp4f13*), unchanged (*Cyp4f15*), or induced (*Cyp4f16*). The disparate effects observed on hepatic CYP ω-hydroxylase expression in response to the atherogenic diet are consistent with previous findings in acute models of inflammation [12], and suggest that the mechanisms underlying regulation of hepatic 20-HETE biosynthesis in the presence of inflammation are complex and require further investigation. Collectively, these data suggest that suppression of hepatic CYP epoxygenase-mediated EET biosynthesis is a key pathological consequence of NAFLD/NASH.

Previous studies have demonstrated that LPS-induced inflammation suppresses hepatic CYP epoxygenase expression *in vivo* [12]. In addition, inflammatory cytokines including IL-1, IL-6 and TNFα suppress CYP expression in hepatocytes, and cytokine-mediated CYP suppression is dependent on NF-κB activation [35]. The direct contribution of specific nuclear receptors to these effects, however, appears to be isoform- and species-specific and model-dependent, which suggests that upstream activation of the innate immune response is the most important factor driving the suppression of hepatic CYP expression. The atherogenic diet model of NAFLD/NASH induces hepatic inflammation via an innate immune system dependent mechanism [7], [8]. Interestingly, we observed a significant inverse correlation between *Tlr4, Nfκb1,* and *Tnfα* expression and both hepatic CYP epoxygenase expression and EET levels, suggesting that atherogenic diet-evoked suppression of hepatic EET biosynthesis is most likely mediated via activation of the innate immune response and down-regulation of CYP epoxygenase expression. However, future studies remain necessary to elucidate the mechanisms underlying these effects.

Despite the abundant expression of CYP epoxygenases and sEH in liver, the contribution of hepatic EET biosynthesis and hydrolysis to circulating EET levels has remained unclear. Interestingly, plasma and liver EET levels were highly correlated in our atherogenic diet experiments. In addition, our *Ephx2* transgene delivery experiment demonstrated that restoration of hepatic sEH expression in *Ephx2^−/−^* mice restored the plasma 14,15-EET:DHET ratio to levels similar to those observed in WT mice. Taken together, these data suggest that EET biosynthesis and hydrolysis in the liver is a major contributor to circulating EET levels. The link between hepatic and plasma EET levels may have important implications for other inflammatory diseases, as well as the utility of circulating EET levels and the 14,15-EET:DHET ratio as a metabolic biomarker in human studies, as plasma EET levels and the plasma 14,15-EET:DHET ratio were inversely correlated with circulating biomarkers of inflammation in humans with stable coronary artery disease [36]. Although lipidomic analyses in humans have demonstrated that NAFLD/NASH is associated with dysregulated fatty acid metabolism, [37] the relationship between the presence and severity of NAFLD/NASH and altered CYP-derived eicosanoid metabolites has not been evaluated in humans to date. Our findings demonstrate the need, and lay the foundation, for future translational research in this area.

It is now well-established that CYP-derived EETs have potent anti-inflammatory effects in preclinical models of NF-κB-mediated vascular inflammation [12], [38], and also exhibit anti-apoptotic and anti-fibrotic properties [15], [39], [40]; therefore, the observed suppression of hepatic EET biosynthesis may propagate the inflammatory response and thus be detrimental in the pathological progression of NAFLD/NASH. Although recent reports indicate that sEH inhibition may attenuate the development of insulin resistance and hepatic steatosis in response to a high-fat diet [41], [42], the functional contribution of the CYP epoxygenase pathway to the regulation of NAFLD/NASH-associated hepatic inflammation and injury had not been evaluated. We hypothesized that decreasing sEH-mediated EET hydrolysis, by targeted disruption of *Ephx2*, would restore hepatic EET levels and attenuate atherogenic diet induced hepatic inflammation and injury. Consistent with our hypothesis and the anti-inflammatory effects of EETs, *Ephx2^−/−^* mice exhibited increased hepatic and circulating EET levels and significantly attenuated NF-κB activation, hepatic chemokine and cellular adhesion molecule expression, macrophage infiltration into liver tissue, hepatic injury, and collagen activation in response to atherogenic diet feeding. Collectively, these findings demonstrate that sEH is an important regulator of NAFLD/NASH-associated hepatic inflammation and injury. In addition, we observed that acute hepatic inflammation and injury evoked by the hydrodynamic injection procedure was exacerbated in the presence of hepatic *Ephx2* transgene expression, further implicating sEH as a key regulator of hepatic inflammation and injury.

Although the atherogenic diet model of NAFLD/NASH increases circulating and hepatic cholesterol levels, increases hepatic triglycerides, activates the innate immune system, and induces hepatic inflammation and injury within four weeks, these effects are not driven by weight gain or systemic insulin resistance. Thus, the atherogenic diet has limitations as a model of human NAFLD/NASH, where the most common underlying etiology is chronic obesity and insulin resistance. However, due to the known insulin sensitizing effects of sEH inhibition [41], [42], use of the atherogenic diet model allowed us to evaluate the fundamental pathological role of hepatic inflammation in NAFLD/NASH without the confounding effects of weight gain, adipose tissue inflammation, and insulin resistance. Moreover, sEH is a bifunctional enzyme with both an epoxide hydrolase and lipid phosphatase domain [43]. Genetic disruption of sEH, which abolishes both domains, has been reported to lower basal plasma cholesterol levels [44]; however, in the present study genetic disruption of sEH did not have an effect on the atherogenic diet induced increase in plasma or hepatic cholesterol levels. Therefore, it is unlikely that changes in cholesterol metabolism impacted the anti-inflammatory phenotypes observed in the *Ephx2^−/−^* mice. Follow-up studies evaluating the effects of *Ephx2* disruption and pharmacologic strategies that promote the effects of EETs, including sEH inhibitors and stable EET analogs, in additional models of NAFLD/NASH remain necessary to elucidate the functional contribution of CYP-derived EETs to fatty liver disease.

### Conclusions

In summary, we have demonstrated that hepatic CYP epoxygenase activity, and hepatic and circulating EET levels, is significantly and preferentially suppressed in the atherogenic diet model of NAFLD/NASH. In addition, genetic disruption of sEH increased EET levels and attenuated atherogenic diet induced hepatic inflammation and injury. Collectively, these data suggest that suppression of hepatic CYP-mediated EET biosynthesis is an important pathological consequence of NAFLD/NASH, and indicate that the CYP epoxygenase pathway is an important regulator of the NAFLD/NASH-associated hepatic inflammatory response *in vivo*. Future studies are needed to evaluate the therapeutic utility of strategies that promote the effects of CYP-derived EETs in NAFLD/NASH, and improve our understanding of the mechanisms underlying the contribution of sEH and EETs to the regulation of NAFLD/NASH-associated chronic hepatic inflammation.

## Supporting Information

Figure S1 **Effects of atherogenic diet on the CYP epoxygenase pathway by EET regioisomer.**
(PDF) Click here for additional data file.

Figure S2 **Effects of atherogenic diet on the CYP ω-hydroxylase pathway.**
(PDF) Click here for additional data file.

Table S1 **Probes significantly changed in liver following atherogenic diet feeding in wild-type mice (rank ordered by P-value).**
(XLSX) Click here for additional data file.

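Table S1 lists 1990 probes, of which 3 are control spots, with a fold change and a p-value for each. By the table's own values, 1358 were lower and 632 higher on the atherogenic diet. Of these probes, 1964 were among the probes detected from the array flags, and all 1964 had the table's direction when recomputed from the processed signals. This is no independent check, since the table's fold changes match the deposited values, which come from the same signals. Without scaling 1709 kept the direction, and with spike-in scaling 1908. Of the 1964, limma called 149 in the same direction at a false discovery rate of 1% and 1311 at 5%. The table's fold changes differed from those of the deposited log2 values by at most 6.46e-06 on the log2 scale. The largest p-value in the table is 0.00213. By the Methods' test on the 8 arrays, 489 of the table's probes had a p-value at or under it. If the table lists every detected probe at or under its largest p-value, that p-value implies a false discovery rate of 3.32%, against the 1% given in the Methods. The figure would not hold if the list was also cut by another criterion, which was not tested.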

Table S2 **Functional classification of genes expressed in liver that were significantly dysregulated in response to atherogenic diet feeding in wild-type mice.**
(PDF) Click here for additional data file.

Table S3 **Correlation between hepatic mRNA levels of CYP epoxygenases and mediators of the innate immune inflammatory response in mice.**
(PDF) Click here for additional data file.

Table S4 **Effects of atherogenic diet and** ***Ephx2*** **disruption on circulating and hepatic EET levels by regioisomer.**
(PDF) Click here for additional data file.

# Supplementary material for: The Cytochrome P450 Epoxygenase Pathway Regulates the Hepatic Inflammatory Response in Fatty Liver Disease
**Source:** PLoS One. 2014 Oct 13;9(10):e110162. doi: 10.1371/journal.pone.0110162
**Supplement:** Figure S1 — Effects of atherogenic diet on the CYP epoxygenase pathway by EET regioisomer.

**Figure S1**

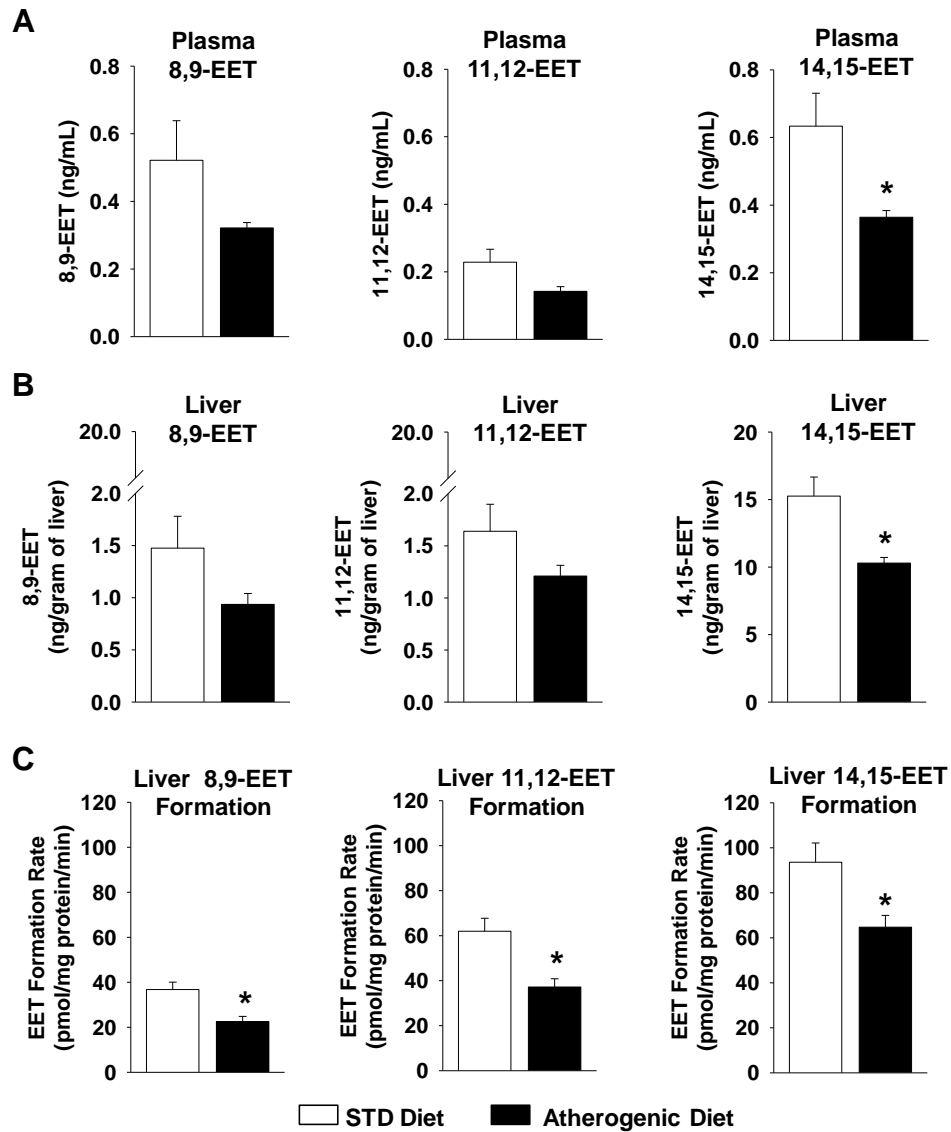

**Figure S1. Effects of atherogenic diet on the CYP epoxygenase pathway by EET regioisomer.** Consistent with the sum EET data presented in Figure 3, (A) plasma and (B) liver concentrations of the 8,9-, 11,12-, and 14,15-EET regioisomers *in vivo* were suppressed in response to the atherogenic diet (n=4-6 per group). (C) The 8,9-, 11,12, and 14,15-EET regioisomer formation rates in the presence of saturating arachidonic acid concentrations were each significantly suppressed in liver microsomes isolated from mice administered the atherogenic diet compared to mice administered the STD chow diet (n=8 per group). \*P<0.05 vs. STD diet group.

# Supplementary material for: The Cytochrome P450 Epoxygenase Pathway Regulates the Hepatic Inflammatory Response in Fatty Liver Disease
**Source:** PLoS One. 2014 Oct 13;9(10):e110162. doi: 10.1371/journal.pone.0110162
**Supplement:** Figure S2 — Effects of atherogenic diet on the CYP ω-hydroxylase pathway.

**Figure S2**

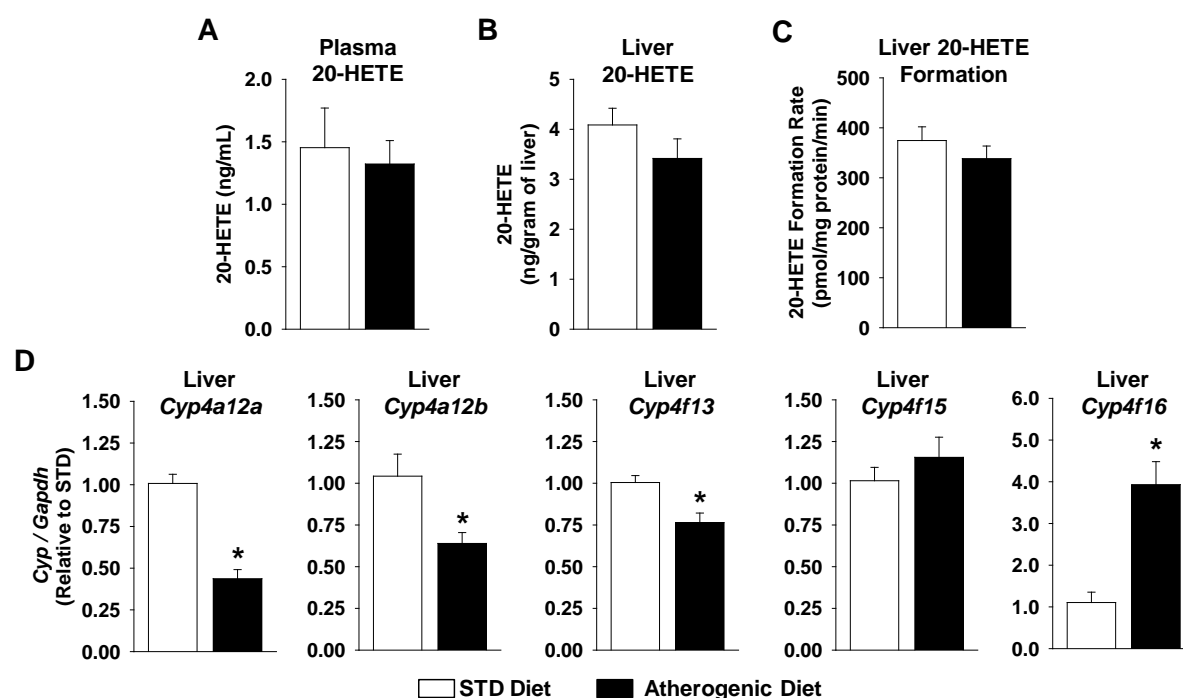

**Figure S2. Effects of atherogenic diet on the CYP  $\omega$ -hydroxylase pathway.** (A) Plasma and (B) liver 20-HETE levels (n=4-6 per group) were not significantly altered in response to the atherogenic diet. (C) The 20-HETE formation rate in the presence of saturating arachidonic acid concentrations was not significantly altered in liver microsomes isolated from mice administered the atherogenic diet compared to mice administered the STD chow diet (n=8 per group). (D) Liver *Cyp4a12a*, *Cyp4a12b*, and *Cyp4f13* mRNA levels were significantly suppressed, whereas *Cyp4f15* mRNA levels were not altered and *Cyp4f16* mRNA levels were significantly induced in WT mice fed the atherogenic diet (n=5-6 per group). \*P<0.05 vs. STD diet group.

# Supplementary material for: The Cytochrome P450 Epoxygenase Pathway Regulates the Hepatic Inflammatory Response in Fatty Liver Disease
**Source:** PLoS One. 2014 Oct 13;9(10):e110162. doi: 10.1371/journal.pone.0110162
**Supplement:** Table S2 — Functional classification of genes expressed in liver that were significantly dysregulated in response to atherogenic diet feeding in wild-type mice.

**Table S2. Functional classification of genes expressed in liver that were significantly dysregulated in response to atherogenic diet feeding in wild-type mice.**

| Cluster                       | Fold-Enrichment | P-Value |
|-------------------------------|-----------------|---------|
| Pyridoxal phosphate           | 3.56            | <0.0001 |
| Coenzyme dependent metabolism | 4.97            | <0.0001 |
| Purine nucleotide binding     | 1.30            | <0.0001 |
| Cytochromes P450              | 2.70            | 0.0001  |
| Phagocytosis / endocytosis    | 3.81            | 0.0003  |
| Purine nucleoside binding     | 1.29            | 0.0004  |
| Arginine dependent process    | 7.67            | 0.0018  |
| Histidine box                 | 5.89            | 0.0071  |
| Oligoadenylate synthetase     | 5.78            | 0.0087  |

“Cluster” provides a description of each functional annotation cluster that exhibited significant pathway enrichment ( $p < 0.01$ , Enrichment Score  $> 2$ ) in response to atherogenic diet feeding. The functional annotation clusters are presented in rank order by p-value.

“Fold enrichment” indicates the number of genes within each functional annotation cluster relative to the number of genes that would be expected by chance.

The p-value for each functional annotation cluster is provided.

# Supplementary material for: The Cytochrome P450 Epoxygenase Pathway Regulates the Hepatic Inflammatory Response in Fatty Liver Disease
**Source:** PLoS One. 2014 Oct 13;9(10):e110162. doi: 10.1371/journal.pone.0110162
**Supplement:** Table S3 — Correlation between hepatic mRNA levels of CYP epoxygenases and mediators of the innate immune inflammatory response in mice.

**Table S3. Correlation between hepatic mRNA levels of CYP epoxygenases and mediators of the innate immune inflammatory response in mice.**

|                     | <i>Cyp2c29</i> | <i>Cyp2c50</i> | <i>Cyp2c55</i> | <i>Cyp2j5</i> |
|---------------------|----------------|----------------|----------------|---------------|
| <b><i>Tlr4</i></b>  | -0.63 (0.035)  | -0.62 (0.043)  | -0.69 (0.019)  | -0.86 (0.001) |
| <b><i>Nfkb1</i></b> | -0.75 (0.007)  | -0.74 (0.010)  | -0.65 (0.029)  | -0.59 (0.056) |
| <b><i>Tnfa</i></b>  | -0.70 (0.017)  | -0.63 (0.039)  | -0.75 (0.007)  | -0.69 (0.019) |

Data presented as Spearman correlation coefficient (p-value).

How the deposited data were processed for this re-analysis (not part of the article)

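Gene expression was measured in liver from 4 wild-type mice on the STD diet and 4 on the atherogenic diet, with 1 array per mouse. The authors scanned the arrays and ran Agilent Feature Extraction with its 1-color defaults, and the deposited array output holds spot intensity values that were background-subtracted and detrended. The authors also deposited a table of log2 values made in GeneSpring, with 31642 entries. Set against the array output, the deposited log2 values equal the log2 processed signal plus a constant per array and a constant per probe for 100.0% of detected probes, within 0.001. The paper's text names neither the scaling nor the baseline of this table.

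Samples were grouped by the diet in their labels and in the paper. The main setting, the named genes, the gene lists and most alternatives were chosen before the data were examined. Spots of a probe were averaged after spots with an outlier flag were left out. The log2 processed signal minus the array's 75th percentile over non-control probes was used. In a first exploratory run the percentile was taken over spots, which called 193 probes, 163 of them shared with the 164 of the planned setting. That version is kept as an alternative. Scaling by spike-in probes and no scaling were also added after the data were seen.

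Diet was tested with limma version 3.58.1 in R version 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg). Gene lists were tested with camera, at a preset correlation of 0.01, and with fry. The medians of some lists were also compared with the median of all genes on each array, by exact permutation tests, and with random lists of matched signal. The enrichment score used weight 1 and all 70 assignments of the labels. Exact tests and summaries used Python version 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and the plot used matplotlib 3.10.9.

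Of 41174 probes, 22951 were named by accession through a gene table of a later mouse assembly, 6659 by symbol and 3109 by an unambiguous synonym. The accession gave a name other than the file's for 5141 probes. The remaining 8455 kept the file's name and stayed out of tests on genes. Probe positions are those of the array design's older assembly. For tests on genes, the probe with the highest mean over all 8 arrays was used.

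The genes named are those the paper names and the 5 probes with the largest rise and the 5 with the largest decrease among probes called at 1%, detected on at least 3 arrays of both diets and with no overlap between diets. Others are said to have been named after their values were seen. Of the genes the paper names, 36 had a detected probe. By limma 0 of the 36 passed 1% and 16 passed 5%. Another 3 had no probe under their name and were not analysed here.

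Lists of marker genes were written from general knowledge for macrophages, hepatocytes, stellate cells, T and B cells, cholesterol synthesis, bile acid metabolism, male-biased and female-biased liver genes, omega-hydroxylases and chemosensory receptors. Their median log2 fold changes were 1.51 for macrophages (18 genes), -0.35 for hepatocytes (19 genes; 0.096 without scaling and 0.075 with quantile normalization) and -0.55 for omega-hydroxylases (11 genes, all CYP genes, 9 of them lower). Without scaling the omega-hydroxylase median was -0.098, with 6 genes lower and 5 higher, and with spike-in scaling it was -0.233, with 7 lower and 4 higher. It passed 5% by camera in both and by fry in neither (fry adjusted p = 0.339 and 0.101). The closing section gives the other lists.

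All arrays of a diet lie on a slide of their own, so no slide block could be fitted. Arrays with the same replicate number share a position on their slides. Their deviations from the diet means correlated at 0.1001, 0.2296, 0.1815 and 0.1766 across probes. Since each was over 0.1, the numbers were taken to pair the arrays by position, and a fit with the replicate number as a block was run beside the main setting.

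The steps were tested on simulated data for the comparison of the diets, with 200 of 31055 probes changed by 2 on the log2 scale. Limma recovered 77% of them at a false discovery rate of 1%, with 156 calls of which 2 were false, and the Methods' test recovered 23%. A planted list of 77 genes had an enrichment score of -0.923 (exact permutation test, p = 0.0286) and an unchanged list had p = 0.429.

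Alternatives covered the background correction (normexp with an offset of 50), the scaling, the authors' deposited values, the detection filter, the test, the threshold, the ranking and weight of the enrichment score, the probe per gene, the replicate block and each array left out in turn. Measurements by PCR, mass spectrometry and histology, and the mice of other genotypes, were not analysed here.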

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

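The test of array quality, the comparison of marker lists in pairs, the chemosensory list against random lists of matched signal and against the median of all genes, and scaling by spike-ins or none were chosen after the result was seen. The splits of the arrays for the lists were set beforehand.

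Among gene lists outside those the paper discusses, cholesterol synthesis moved farthest. All 23 genes were lower on the atherogenic diet, with a median log2 fold change of -2.08 (camera adjusted p = 2.08e-17 and fry adjusted p = 0.00178, both over 10 lists). The median was -1.63 without scaling and -1.77 with spike-in scaling. All 10 lists passed 5% by camera, and 1 of 35 splits of the arrays, the real one, gave as many. The most in another split was 9. With arrays exchanged freely this argues only weakly against chance, since 1 of 35 is the lowest share possible. Within the 8 splits that part every pair of same-numbered arrays, chance cannot be excluded. Slide and diet cannot be told apart. The atherogenic diet holds 1.25% cholesterol against 0.02%, and a response to dietary cholesterol may explain the decrease as a hypothesis that this design leaves untested.

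The stellate cell list rose by a median of 0.37, with 12 of 12 genes higher (fry adjusted p = 0.0049), and by 0.81 without scaling. The T and B cell list rose by 0.46, with 8 of 12 genes higher, but fry gave an adjusted p of 0.285 and the camera call was lost without ATH replicate 3 (median 0.199, camera adjusted p = 0.1). The hepatocyte list fell by 0.35 after scaling by the 75th percentile, and its median was 0.075 with quantile normalization. A lower share of hepatocyte RNA that raised every other cell type alike is argued against by the macrophage list, which rose more than the T and B cell list on all 4 atherogenic diet arrays, by 0.588 to 1.557. A change in macrophages stays open, as does the slide.

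The bile acid list had a median of -0.477, with 16 of 19 genes lower (camera adjusted p = 0.00959, fry adjusted p = 0.0102). With quantile normalization its median was -0.192, which no longer passed by camera (adjusted p = 0.0595) and passed by fry (adjusted p = 0.0144). Without scaling the median was -0.03 and with spike-in scaling -0.165, against 0.309 and 0.174 over all genes. There it passed by camera (adjusted p = 0.000196 and 0.000512) and not by fry (adjusted p = 0.674 and 0.161). The list was thus lower than other genes, while whether it fell at all depends on the scaling. The atherogenic diet also holds 0.5% cholic acid, whose effect was not tested.

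The male-biased list had a median of -0.769 and the female-biased list one of -1.224, with all 14 and all 13 genes lower. Without scaling the medians were -0.32 and -0.78, with 13 of 14 and 9 of 13 genes lower. With spike-in scaling all 14 and 11 of 13 were lower. The female-biased median was -0.589 with normexp and -0.69 with no filter, where 15 of 17 genes were lower, and 12 of 13 were lower with median scaling and without STD replicate 4, ATH replicate 1 or ATH replicate 4. Of these genes, 5 and 7 are CYP genes, so the lists are not separate from the CYP results. A switch between the sexes' patterns would move the lists in opposite directions, which was not seen. Chance was weighed only for the count of lists (1 of 35 splits), and slide stays open for both.

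The list of chemosensory receptor genes, 476 genes that liver would not be thought to use, had a median of -0.406 (camera adjusted p = 6.23e-05). Without scaling its median was 0.041, and with spike-in scaling -0.094, so whether the list fell at all depends on the scaling and cannot be told apart from it. Scaling is argued against as the reason that the list was lower than other genes. The list's median minus that of all genes, which no constant per array changes, differed between diets by -0.254 (exact permutation test, p = 0.0286), and by -0.209 with quantile normalization (exact permutation test, p = 0.0286). A change that depends on brightness is argued against as the whole cause, since 10000 random lists of matched signal had a median of -0.19 and a lowest one of -0.282. Slide and cell composition stay open, and no biological explanation was tested. In Table S1, 47 probes are of this class and 45 of them are listed as lower.

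Of 132 groups of 4 arrays, 6 had an array far from the other 3 by Dixon's criterion, and chance gives about 1 in 20. On the STD diet, replicate 4 was low for Tnf (-5.36 against -4.75 to -4.63) and Egr2 (-4.79 against -4.18 to -4.05), and replicate 3 was high for Dio3 (-3.02 against -3.66 to -3.59). On the atherogenic diet, replicate 2 was high for a Meg3 probe (-2.47 against -2.75 to -2.70), replicate 3 for a Cyp51 probe (-1.65 against -2.11 to -2.05), and replicate 1 was low for the spike-in median (10.31 against 10.39 to 10.40). No biological explanation was tested for these.

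Atherogenic diet arrays differed more from each other than STD diet arrays. Their first principal component, 51.1% of the variance, ran from -6.93 for replicate 2 to 93.02 for replicate 4, against -48.45 to -45.25 on the STD diet. The median variation of replicate spots was at most 13.14% on the atherogenic diet arrays and 12.97% to 14.62% on the STD diet arrays. It measures noise within an array and does not bear on a spread between arrays, so RNA quality, labeling and hybridization stay open, as do a response that differs between mice and the slide.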

How the results depend on the processing

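Scaling by spike-ins, no scaling, the percentile over spots and the list without CYP genes were chosen after the data were seen.

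The count of 164 changed probes was 454 with normexp background correction, 37 with no filter, 252 with probes detected on all 8 arrays, 414 with an intensity trend and robust eBayes, 2483 at a false discovery rate of 5%, 488 without scaling and 84 with spike-in scaling. It was 0 by the Methods' test (22 at 5%, 7102 at an unadjusted p under 0.05) and 0 by limma with the replicate block (1322 at 5%, 9857 unadjusted). Quantile normalization and median scaling each gave 155. With an array left out the count ran from 5, without STD replicate 2 or 3, to 1011, without ATH replicate 2. The causes were not tested, apart from the number of probes tested and the threshold, which are part of the alternatives themselves.

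The enrichment score of -0.44 kept its sign in all settings but no scaling (0.178) and the list without its CYP genes (0.229). For the first the cause was not tested, and the second tests other genes. It was no longer past 0.05 with normexp (-0.401), quantile normalization (-0.355), median scaling (-0.408), spike-in scaling (-0.265), ranking by log2 fold change (-0.452) or weight 0 (-0.22), nor by camera (median -0.271). With the replicate block and genes ranked by limma's moderated statistic it was -0.498, where 16 assignments allow no p under 0.125. With an array left out it ran from -0.441 to -0.378, and the call was lost without STD replicate 2 or 3. With normexp the core subset held 15 CYP genes and 8 Cyp2c or Cyp2j genes. Without scaling, where the score was positive, it held 13 genes, 3 of them CYP genes. The median of the Cyp2c and Cyp2j genes stayed below 0 and past 0.05 by camera in every setting, but by fry it did not pass with spike-in scaling or without scaling. Passing camera is weak evidence for these genes, since 3 of 35 splits of the arrays gave a p as small, the real one included.

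The fold enrichment of CYP genes ran from 0 (without STD replicate 2 or 3 or ATH replicate 1 or 4) to 31.12 (without STD replicate 1) among genes called, and from 0 to 43.57 among genes called lower. With the replicate block no gene was called and it had no value.

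The hepatocyte list was 0.075 with quantile normalization and 0.096 without scaling. The T and B cell list, with a median of 0.459, no longer passed 5% by camera with quantile normalization (median 0.463, adjusted p = 0.0595), no scaling (0.906, adjusted p = 0.356) and spike-in scaling (0.771, adjusted p = 0.142), where its median was no smaller, nor by fry (0.459). The median ran from 0.199 without ATH replicate 3, where camera did not pass, to 0.772 without ATH replicate 2. The bile acid list no longer passed by camera with quantile normalization (-0.192), and the chemosensory list was 0.041 without scaling. The replicate block changed no other call of a list by camera; by fry the hepatocyte list no longer passed 5%. The causes were not tested.

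Of Table S1's probes, 149 were called in the same direction, against 340 with normexp, 330 with a trend and robust eBayes, 1311 at 5%, 241 without scaling, 72 with spike-in scaling, and 0 by the Methods' test or with the replicate block.

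Some named genes changed sign, none of them called. Ephx2 was 0.08 with quantile normalization and 0.13 without scaling. Cyp4f15 was 0.13, 0.29 and 0.16 with quantile normalization, no scaling and spike-in scaling. Without scaling and with spike-in scaling, Cyp4f18 was 0.19 and 0.05, Lta4h 0.25 and 0.11, and Pla2g4c 0.18 and 0.05. Over all named genes and settings other than leaving an array out, 385 results kept direction and side, 5 were stronger, 31 weaker and 11 reversed. With an array left out, 338 kept both, 4 were stronger and 90 weaker. With the replicate block no named gene passed 1%. At 5%, Ptges2, Alox12b, Pla2g4a, Tnf, Vcam1, Tlr4, Cyp2j11 (adjusted p = 0.06 by limma) and a Meg3 probe (0.0598) no longer passed, and Cyp2c29, Cyp2b9 (0.0186) and Cyp4a31 (0.0188) passed. The block changed no other call of a named gene. Signal over background limits the dim probes, and a slide block could not be fitted.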

Differences from the paper's values

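No test in this part was chosen after the result was seen, apart from scaling alternatives named as such.

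The paper's Table S1 lists 1358 probes as lower, and limma at a false discovery rate of 1% called 104. Of the alternatives chosen before the data were examined, only a false discovery rate of 5% (1534 lower) came within 1.5 times. Normexp (315), quantile normalization (83), median scaling (85), the authors' deposited values (104), no filter (25), probes detected on all 8 arrays (157), the Methods' test (0; 7102 probes at an unadjusted p under 0.05), the trend with robust eBayes (264), the replicate block (0; 9857 unadjusted) and leaving out any array (2 to 311) did not.

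Table S1 lists 632 probes as higher, and limma called 60. Leaving out ATH replicate 2 gave 700, within 1.5 times of the paper's. A false discovery rate of 5% gave 949, which did not, nor did normexp (139), quantile normalization (72), median scaling (70), the deposited values (60), no filter (12), all 8 arrays (95), the Methods' test (0), the trend with robust eBayes (150), the replicate block (0) or any other array left out (3 to 19).

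The paper's fold enrichment for the cytochrome P450 cluster in Table S2 is 2.70, from the functional annotation tool it names, and CYP genes by symbol had 10.8. A false discovery rate of 5% (3.36) and leaving out ATH replicate 2 (2.45) came within 1.5 times, and so did no scaling (2.84), which was chosen after seeing the values. Normexp (9.21), quantile normalization (9.31), median scaling (11.3), the deposited values (10.8), no filter (23.0), all 8 arrays (9.33), the trend with robust eBayes (9.41) and the other arrays left out (0 to 31.1) did not.

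The paper gives the enrichment score a p-value below any that exchanging the diet labels of 8 arrays allows, where the exact permutation test gave 0.0286 and random gene lists gave 0.0015.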

Other observations

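Tests on Table S1's p-values, on the baseline of the deposited values, on position on the slide and the matchings of the arrays, on the dependence of the calls on ATH replicate 2 and the counts of splits for changed probes and for the 121 genes of lowest p were chosen after the result was seen. So were the list without CYP genes as a setting, the comparison of marker lists in pairs, the exact tests on the Cyp2c and Cyp2j medians, alone and against all genes, and the demand that fry pass in the scaling test of the Cyp2c and Cyp2j genes.

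The split by diet called 164 probes, and no other of the 35 splits of the arrays called as many (1 of 35, and at most 6 in another). With arrays exchanged freely this argues against chance, though 1 of 35 is the lowest share the splits allow. No adjustment was made over the counts of splits. The same holds for the enrichment score (1 of 35). Only 8 of the splits part every pair of same-numbered arrays. The real one was alone among these too, but 1 of 8 is the lowest share they allow, so chance cannot be excluded where the pairing is kept. This limit holds for every count of splits and every exact test over the 70 assignments. With the replicate block and the moderated statistic, the score had an exact permutation p of 0.125. With the block, limma called 0 probes at 1% (1322 at 5%, 9857 at an unadjusted p under 0.05). For CYP genes among changed genes the count, again 1 of 35, decides nothing, since 33 of the 34 other splits called 0 probes. With the 121 genes of lowest p taken in each split, the real one had 6 CYP genes among them and the others at most 2 (1 of 35). This argues against chance for the ranked genes, again at the lowest share possible and with arrays exchanged freely. For the Cyp2c and Cyp2j genes, 3 of 35 splits gave a camera p as small, so chance cannot be excluded by this count. The other splits exchange ATH replicate 1 with STD replicate 3 or 4. Among the 8 splits that part every pair, only the real one did so.

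A hypothesis was that ATH replicate 2, the array nearest the STD diet arrays, carries the calls. Without it 1011 probes were called, and all 164 were among them, so the calls did not need this array. Neither number decides more than that, since leaving out the array nearest the other diet widens the difference. With any other array of either diet left out, 5 to 44 of the 164 were still called.

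For the lower Cyp2c and Cyp2j genes, dependence on brightness is argued against: the lowest median among 10000 random lists of matched signal was -0.54, against -0.60. On the arrays, whether the genes fell as a set stays open to scaling. Without scaling and with spike-in scaling, Cyp2c55 passed 5% by limma (-1.73 and -1.87), while Cyp2c29 and Cyp2j5 did not. By PCR relative to Gapdh, which array scaling does not touch, the paper reports lower Cyp2c29, Cyp2c50, Cyp2c55 and Cyp2j5 mRNA. The criterion set beforehand asked only for a median below 0 without scaling and with spike-in scaling, and both were (-0.149 and -0.284), which by itself would have argued against scaling. Since fry passed in neither, the decrease without scaling is within its spread, and the more cautious reading was taken. The exact permutation test on the list's median per array, added last, gave p = 0.171 without scaling. Scaling is argued against as the reason that they were lower than other genes: the list's median minus that of all genes, which no constant per array changes, differed between diets by -0.462 (exact permutation test, p = 0.0286), and by -0.375 with quantile normalization (exact permutation test, p = 0.0286). A lower share of hepatocyte RNA is another candidate, with a hepatocyte list that fell by 0.35. The test asked only whether the macrophage, stellate and T and B cell lists rose alike. Macrophage minus T and B cell averaged 0.99 (SD 0.41) on the atherogenic diet arrays and 0.01 on the STD diet arrays. This argues against a rise alike, with no overlap between diets (exact permutation test, p = 0.0286). Adjusted over 3 pairs this is 0.0857, the smallest that a single separated pair allows. Macrophage minus stellate averaged 1.04 (exact permutation test, p = 0.0857) and stellate minus T and B cell -0.05 (exact permutation test, p = 0.83). More macrophages alone could lower the share of hepatocyte RNA, which would give the same difference. The test thus cannot say whether a lower hepatocyte share accounts for the lower Cyp2c and Cyp2j genes. A change in macrophages, and the slide, stay open.

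Without its CYP genes, the rebuilt arachidonic acid list had an enrichment score of 0.229 (45 genes, exact permutation test, p = 0.83). This is consistent with the CYP genes carrying the enrichment.

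The deposited log2 values of 3.6% of probes lie on the same side of 0 on all 8 arrays, which centring on a mean or median of these arrays does not allow. This suggests that the baseline used other arrays. The p-values of the Methods' test on the 8 arrays were larger than those in Table S1 by a median factor of 30.4, with fold changes that match. A test over more arrays could give this, and so could another test, and the values do not separate them.

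Meg3, a maternally expressed RNA, was lower at all 5 of its detected probes. Rian and Mirg, expressed from the same cluster and chosen after Meg3 was seen, had log2 fold changes of -1.38 and -1.09 (standard errors 0.30 and 0.32, adjusted p = 0.0346 and 0.0663 by limma), and Rian was at least 2.11-fold lower, since it was not well above background on the atherogenic diet arrays. Dio3 of the same region was higher by 0.72 (adjusted p = 0.149). A change over the maternally expressed part of the cluster is a candidate explanation. Slide, litter and cell composition stay open.

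Arrays with the same number deviated together, with a lowest correlation of 0.1001. Deviations sum to 0 within a diet, so correlations between different numbers add nothing. Among all 24 matchings of the STD with the atherogenic diet arrays, the same numbers had the highest mean correlation, 0.172 against at most 0.1289 (one-sided exact permutation test, p = 0.0417, the smallest possible). Position on the slide may be the source, but it cannot be told apart from any other step that followed the same numbers.

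The paper also measured Ccl2 and other genes by PCR, and VCAM-1 as protein. On the arrays Ccl2 was higher on the atherogenic diet, with a log2 fold change of 3.37 (adjusted p = 0.0263 by limma), as were Tnf (3.16), Vcam1 (2.44), Col3a1 (1.74) and Tlr4 (1.16), each with no overlap between diets and none past 1%. With the replicate block Tnf, Vcam1 and Tlr4 no longer passed 5% (adjusted p = 0.0646, 0.0559 and 0.0624 by limma). For Col3a1 and Vcam1 another probe had the opposite sign. Nfkb1, also measured by PCR, rose by 0.60, with overlap between diets, and did not pass 5% (adjusted p = 0.074 by limma). Ephx2 fell by 0.32, which did not pass 5%. Genes of the Y chromosome were detected on all 8 arrays.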
